# RNA-Seq of Phenotypically Distinct *Eimeria maxima* Strains Reveals Coordinated and Contrasting Maturation and Shared Sporogonic Biomarkers with *Eimeria acervulina*

**DOI:** 10.3390/pathogens13010002

**Published:** 2023-12-19

**Authors:** Matthew S. Tucker, Celia N. O’Brien, Alexis N. Johnson, Jitender P. Dubey, Benjamin M. Rosenthal, Mark C. Jenkins

**Keywords:** *Eimeria*, transcription, differential expression, coccidia, sporulation, development, oocyst, *Cyclospora*, control, vaccine

## Abstract

Strains of *Eimeria maxima*, an enteric parasite of poultry, vary in virulence. Here, we performed microscopy and RNA sequencing on oocysts of strains APU-1 (which exhibits more virulence) and APU-2. Although each underwent parallel development, APU-1 initially approached maturation more slowly. Each strain sporulated by hour 36; their gene expression diverged somewhat thereafter. Candidate biomarkers of viability included 58 genes contributing at least 1000 Transcripts Per Million throughout sporulation, such as cation-transporting ATPases and zinc finger domain-containing proteins. Many genes resemble constitutively expressed genes also important to *Eimeria acervulina.* Throughout sporulation, the expression of only a few genes differed between strains; these included cyclophilin A, EF-1α, and surface antigens (SAGs). Mature and immature oocysts uniquely differentially express certain genes, such as an X-Pro dipeptidyl-peptidase domain-containing protein in immature oocysts and a profilin in mature oocysts. The immature oocysts of each strain expressed more phosphoserine aminotransferase and the mature oocysts expressed more SAGs and microneme proteins. These data illuminate processes influencing sporulation in *Eimeria* and related genera, such as *Cyclospora*, and identify biological processes which may differentiate them. Drivers of development and senescence may provide tools to assess the viability of oocysts, which would greatly benefit the poultry industry and food safety applications.

## 1. Introduction

Coccidian parasites of livestock, including those caused by species of *Eimeria, Toxoplasma*, and *Cyclospora,* cannot induce infection immediately upon excretion by their prior host; instead, they undergo an extrinsic development (termed sporulation) necessary to become infectious [1,2]. Temperature and humidity regulate the pace of sporulation, which varies among species (and possibly among strains or genotypes of such parasites), thereby influencing the rapidity of the transmission cycle. Better understanding the common regulators of extrinsic development might provide better means to slow or stop extrinsic development, to the benefit of public health and livestock husbandry. If common developmental differences govern both extrinsic and intrinsic parasite reproduction, then differences evident during sporulation may induce, or parallel, phenotypic differences expressed as parasite strains establish and perpetuate infection in the host. This motivated our curiosity to study the sporulation differences among two strains that differ markedly in their virulence as enteric pathogens.

Like the enteric human pathogen *Cyclospora cayetanensis,* species of *Eimeria* cause enteric disease. A 2016 study estimated the global cost of poultry coccidiosis to exceed $14 billion (U.S.) globally each year [3]. Seven universally recognized species of *Eimeria* infect chickens and each parasitizes specific regions of the intestinal tract. The species *E. maxima*, *E. tenella*, and *E. acervulina* present the greatest disease risk and have the greatest economic importance [4]. Therefore, most *Eimeria* vaccines comprise these species [4,5,6]. *Eimeria maxima* parasitizes the jejunum of the small intestine [7] but can move to other locations during heavy infection. This parasite causes diarrhea and thickened intestinal walls, and it alters intestinal nutrient uptake [6,7]. *Eimeria maxima* can have insidious effects such as causing lower weight gain and poorer feed conversion efficiencies, but also can predispose chickens to necrotic enteritis (NE) caused by the colonization of the toxin-producing bacterium *Clostridium perfringens* [6,8].

*Eimeria* spp. infecting poultry induce specific host responses generally mediated by T cell responses. Little is known of intraspecific strain differences. *E. maxima* is highly antigenic; administering only a few oocysts can suffice to induce almost complete immune protection to homologous challenge [9]. Yet, this parasite also exhibits immunological variability [9,10,11,12,13,14,15,16,17,18]. Given the lack of cross-protection among most strains, vaccines must incorporate multiple strains for each species [4,11,19].

Two strains of *E. maxima* (APU-1 and APU-2) differ in pathogenesis in vivo [18,20]: the APU-1 strain is consistently more pathogenic than the APU-2 strain. Chickens infected with APU-1 gained 20–25% less weight than chickens infected with APU-2, when inoculated with as few as 1000 oocysts. The lesion scores were also 1–2 points higher in chickens infected with APU-1 compared to chickens infected with APU-2. APU-1 also appeared more fecund, producing more oocysts. This phenomenon was more pronounced at lower inoculation doses, as chickens infected with APU-1 produced ~2.5 times more oocysts than chickens infected with a similar dose of APU-2. A recent study [20] also showed that APU-1 invades host cells about twice as efficiently as APU-2.

The biological basis of these differences remains unclear. As in other species of *Eimeria*, asexual development (schizogony) precedes sexual development (gametogony). Recently, we reported 4–5 generations (multiplicative cycles) of schizogony before formation and the excretion of oocysts 4 days post-oral inoculation with *E. maxima* oocysts [7].

Here, we sought to understand whether and how these strains of *E. maxima* may differ in their extrinsic development, the period during which excreted oocysts sporulate to their infectious stage. We built upon omics approaches capable of identifying proteins, transcripts, and gene sequences that demarcate strains and the developmental stages of *Eimeria* [21,22,23,24,25,26,27,28]. Such genetic determinants may help explain phenotypic differences and describe life cycle development [25,28,29,30,31,32,33,34,35,36]. By delineating markers of viability during *E. acervulina* oocyst development shared with other species of *Eimeria* and *Cyclospora,* we aimed to understand what factors uniquely contribute to development in each species and strain. This will help identify developmental processes that govern coccidian development [37].

To this end, we employed comparative transcriptomics to delineate shared and distinct extrinsic development in two strains of *Eimeria* exhibiting contrasting virulence in their natural host. Understanding conserved developmental pathways may suggest general means to manage parasite harms (by, for example, retarding or preventing maturation to the infectious state); conserved features of development may also provide practical tools for assessing the viability of parasite stocks employed for vaccination. Understanding features of development unique to strains may illuminate the biological basis of such phenotypic variation, including differences important to animal health and productivity (such as virulence differences between the APU-1 and APU-2 strains of *E. maxima*). Therefore, we harnessed RNA sequencing (RNA-Seq) to understand their transcriptional differences during sporulation.

## 2. Materials and Methods

### 2.1. Ethics Statement

Animal experiments were performed following the protocol (22–06) approved by the BARC Institutional Animal Use and Care Committee, the United States Department of Agriculture. The chickens utilized in this study exhibited no outward signs of severe disease over the course of the study. After the study’s conclusion, all chickens were humanely euthanized; all efforts were made to minimize animal suffering.

### 2.2. Parasites

To obtain parasites for sporulation studies, we used methods described in [37] with some modifications. Briefly, two groups of eight male broiler chickens (Hubbard/Ross HR708, Longneckers Hatchery, Elizabethtown, PA, USA) were infected via oral gavage with either 3000 sporulated oocysts of strain APU-1 or 12,000 oocysts of strain APU-2. On day six post-inoculation, feces from the birds infected with a given strain were harvested and pooled. Unsporulated oocysts were isolated from chicken feces via flotation on a saturated salt solution and then washed 3–4 times with water. The final oocyst preparation for each strain was resuspended in 2% *v*/*v* potassium dichromate in a sterile 1 L flask. The approximate yield of 3 × 10^8^ oocysts was split equally into three flasks (denoted replicates A, B, and C) and incubated in a 29 °C shaking water bath aerated using an aquarium pump to promote sporulation.

An aliquot of 5 × 10^6^ oocysts was removed from each replicate flask at the beginning of the time course (T0) and then every six hours up to 24 h (T6, T12, T18, T24) and then every 12 h thereafter (T36, T48)). At each time point, the oocysts were centrifuged at 2400× *g* for 5 min at 4 °C and washed with deionized water to remove excess potassium dichromate. The oocysts were then incubated with sodium hypochlorite (6%) for 15 min with rocking agitation at room temperature to remove exogenous microbial contamination. After bleach treatment, samples were washed with deionized water to remove residual bleach. After washing, oocysts were resuspended in TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) and frozen at −80 °C.

### 2.3. Microscopy

Aliquots of the oocysts at each time point were examined using a hemacytometer at 400× with an AxioScope microscope (ZEISS, Oberkochen, Germany). The percent sporulation was determined by counting the number of sporulated oocysts (those with four completely formed sporocysts) and unsporulated oocysts in multiple fields. We examined the extent of sporulation at additional time points (T30 and T42, but RNA from the oocysts was not isolated). To obtain optimal photomicrographs of developing oocysts, aliquots from each time point were transferred into a microcentrifuge tube and spun at 3400× *g* for 2 min. The oocyst pellets were washed once with water and final pellets were resuspended in 100–200 µL water before visualization. Images of representative oocysts at each time point were captured using a ZEISS Axioscope camera and the AxioVision imaging software version 4.9.1.0 (400× total magnification). In this study, we define parasite cohorts enriched for unsporulated oocysts as immature (T0) and cohorts enriched for sporulated oocysts as mature (T36).

### 2.4. Sample Preparation for RNA-Seq

Oocysts frozen in TRIzol were thawed on ice and 2 mL was transferred into a glass homogenizing tube. The suspension was ground using a Teflon pestle for 3–4 cycles of 25 grinds each. The samples were periodically examined using microscopy to monitor the progress of oocyst and sporocyst breakage. Homogenates were transferred into 2 mL RNAse-free microcentrifuge tubes, mixed with chloroform, and incubated at room temperature for 3 min. The tubes were centrifuged at 13,500× *g* for 15 min at 4 °C. The upper aqueous phase was transferred into new tubes and mixed with an equal volume of 70% ethanol. The total RNA was then isolated using a RNeasy Kit (QIAGEN, Germantown, MD, USA) following the manufacturer’s instructions. The total RNA was quantified using a Qubit 3.0 fluorometer and Qubit RNA High Sensitivity kit (Thermo Fisher Scientific) and the quality was assessed using a Bioanalyzer 2100 and RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA). The RNA samples were frozen at −80 °C. The total RNA was processed using an Invitrogen Turbo DNA-free kit (Thermo Fisher Scientific). The total RNA of suitable quality for RNA-Seq had an RNA Integrity Number (RIN) ≥ 7 when assessed using a Bioanalyzer 2100.

### 2.5. cDNA Library Construction and RNA-Seq

The library construction and RNA-Seq utilized methods described by [37] with some exceptions. For each strain, whole coding transcriptome libraries were produced from each of three replicates of oocysts collected at each time point. Approximately 500 ng of total RNA was used as input using the Illumina Stranded mRNA Prep ligation kit (Illumina, San Diego, CA, USA) for cDNA library preparation. The cDNA libraries were quantified using Qubit, and the size distribution of libraries was characterized for each library using a Bioanalyzer 2100 and High Sensitivity DNA kit. The average library size for each sample was determined (ranged from 302 to 388 bp) and normalized for stoichiometric balance. The indexed libraries were then pooled and run on an Illumina NextSeq 2000 using a NextSeq 2000 P3 kit (300 cycles). After the run, reads were automatically converted into .fastq format using Bcl2Fastq (Illumina) and demultiplexed. The sequencing run resulted in four .fastq files per sample, containing two paired reads per lane. Forward and reverse reads were concatenated to produce single forward and reverse read files.

Raw, unpaired Illumina sequencing read files were used for analysis. Reads were imported into Geneious Prime 2023.04 (Biomatters Inc., Boston, MA, USA), https://www.geneious.com (accessed on 10 November 2023), paired, and trimmed using the package BBDuk (version 38.84) to remove Illumina adapter sequences. The adapter sequences were trimmed from the right end using default settings. Additional settings included “Trim Low Quality”, both ends with minimum quality = 20, “Trim adapters based on paired read overhangs”, minimal overlap = 20, and “Discard Short Reads”, minimum length = 30 bp. The trimmed reads were aligned with the most current genome sequence for the *E. maxima* Weybridge reference strain (annotated NCBI assembly EMW001, [38]) using the Geneious RNA mapper. The expression for each mapped sample was calculated.

We used Transcripts Per Million (TPM) as the main expression metric, calculated by Geneious as (CDS read count × mean read length × 10^6^) ÷ (CDS length × total transcript count). Data tables were exported from Geneious as .csv files and further analyzed in Microsoft Excel (Redmond, WA, USA) to calculate descriptive statistics of the raw reads and TPM for the sample replicates. Data analysis and visualization was aided by Daniel’s XL Toolbox add-in for Excel, version 7.3.4, by Daniel Kraus, Würzburg, Germany (www.xltoolbox.net (accessed on 10 November 2023)). Correlation (Pearson’s) of the normalized RNA-Seq mapped reads (log_2_ transformed) among strains and replicates was depicted as a heat map constructed in R version 4.3.1using the packages ggplot2 [39] and reshape2 [40]. Transcriptional bias (based on mean TPM from three replicates per time point) as previously described [37] was calculated at each time point for each strain.

### 2.6. Comparing Differential Gene Expression between Developmental Stages in Samples and Strain

The DESeq2 package [41], as implemented in Geneious Prime 2023.04, calculated the pairwise differential gene expression of time points in grouped replicates. This allowed us to compare the expression of all time points between strains as well as time points during sporulation (within and between strains). We examined differential expression using the log_2_ ratio of genes and adjusted *p*-values, which were used for downstream analyses. We used thresholds of >1.5 or <−1.5 log_2_ fold change (FC) with an adjusted *p*-value <0.05 to determine significantly differentially expressed genes (DEGs). Volcano plots depicting the log_2_-FC-vs. −log_10_-adjusted *p*-values (Adj. *p*-value) for DEGs were constructed in the R package Enhanced Volcano [42]. Correlation plots comparing log_2_ FC of DEGs between strains were constructed in the R package ggplot2.

### 2.7. Homology Searching and Functional Genomics Analysis

Functional information on genes of interest was derived from the annotations available for the *E. maxima* Weybridge reference strain in NCBI (assembly EMW001) and ToxoDB v62 ([43]). To elucidate the additional functions of genes, we utilized the functional analysis module in OmicsBox 3.0.27 (BioBam Bioinformatics, Valencia, Spain). Our Blast2GO^®^ workflow (for Phylum Apicomplexa or *Eimeria* spp.) was previously described in [37]. Other custom Blast2GO settings included an AnnotationE-value-Hit-Filter of 0.001, and all available Interpro Families, Domains, Sites, and Repeats. The rest of the workflow was run with default settings. Additionally, the eggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups) [44] mapper (version 2.1.0 with eggNOG 5.0.2) inferred orthology relationships, gene evolutionary histories, and functional annotations to improve the Blast2GO sequence characterization. We used KEGG (Kyoto Encyclopedia of Genes and Genomes) [45] in pathway analysis settings, which enabled biochemical pathway enrichment analysis. KEGG was used with default settings and linked pathways via Enzyme Commission (EC) numbers. The Blast2GO results and lists of GO annotation terms and KEGG pathways were exported from OmicsBox and analyzed further in Microsoft Excel. Additional information for gene homologs and orthologs/paralogs and KEGG pathways (exact EC matches only) was found by searching the data sets in ToxoDB.

### 2.8. RT-qPCR

RNA-Seq estimates of gene expression were validated on a selection of genes using reverse transcriptase quantitative real-time PCR (RT-qPCR), following procedures described by [37]. Individual RT-qPCR reactions were prepared using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA), using 200–500 nM of each primer (Table S1), and 1 µL of diluted cDNA to a total volume of 10 µL. Expression of *EMWEY_00042350* (Beta tubulin) was used as a reference to normalize expression levels of target genes. For determining the expression of constitutively expressed genes during sporulation, the abundance of mRNA in each replicate and measured time point was compared to that in the unsporulated oocyst samples (T0). Gene expression was estimated for the reference and target genes after averaging the Cq values for each replicate at each time point. The fold change in expression was calculated using an efficiency-corrected relative expression method [46]. The log_2_ FC of genes at each time point determined using DESeq2 (using mean of replicates for each RNA-Seq time point relative to T0) was compared to the log_2_ expression determined using RT-qPCR (mean of three trials, compared to T0). Each experiment was performed three times, and the mean of expression change was calculated for each gene and time point. All primers (Table S1) were designed using NCBI Primer-BLAST [47] and synthesized by Integrated DNA Technologies (Coralville, IA, USA).

## 3. Results

### 3.1. Development of E. maxima Oocysts via Microscopy

We determined the percentage of oocyst sporulation of each *E. maxima* strain every six hours during the entire developmental time course (up to 48 h). From hours 6 and 12, the number of sporulated oocysts in APU-1 increased ~4.5 fold whereas it increased ~3-fold for APU-2 (Figure 1A). By 24 h, most oocysts of APU-2 destined for sporulation (~90%) had sporulated; APU-1 reached this benchmark six hours later. Each strain underwent similar development at each time point, but the proportion of sporulated oocysts (in which four distinct sporocysts were visible) was greater in APU-2 at hours 18 and 24. Each strain achieved maximum sporulation by hour 30. Figure 1B depicts the representative developmental stages during the sporulation course.

### 3.2. Transcription of E. maxima Oocysts during Sporulation Correlates Highly with Few Exceptions

Overall, a total of ~1.29 billion 100 bp paired-end reads (after trimming) were generated from the 42 samples (derived from three replicates at each time point, Table S2). 

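The data behind the results that follow are 42 libraries, from 2 strains sampled at 7 times (0, 6, 12, 18, 24, 36 and 48 h, called T0 to T48) with 3 replicates each. By the paper's methods, followed here, each replicate was a flask: oocysts of 1 strain, purified from pooled feces, were split into 3 flasks, and the same flasks were sampled again at each time. The sample labels instead describe replicates as feces of each bird. If the methods hold, errors and p-values from these replicates measure the spread between flasks of 1 pool of oocysts, and not the spread between pools or birds. Stranded mRNA libraries were sequenced, trimmed and aligned by the authors to the *E. maxima* Weybridge annotation EMW001, in which no gene has a chromosome position here. The deposited tables hold, for each strain and time, the authors' mean over the 3 replicates of mapped reads per gene on a log2 scale (6057 genes) and of TPM (4941 genes). TPM divides reads by coding length and by the total of a library, so it is a share of the transcripts of a sample. The other 1116 genes are not in the TPM table used here, so counts of genes below run over 4941 genes, and TPM are printed as the authors' means, without an SD. Reads in genes added up to 45.7 to 118.6 M per strain and time (median 71.0 M). For fold changes (FC), TPM were scaled between samples by the median of ratios over the 3720 genes with at least 10 mean reads in every strain and time, and 0.1 TPM was added before taking log2. A gene was compared if it had at least 10 mean reads in a compared group, and was counted as different past a log2 FC of 1.5 in either direction. Comparisons of 1 strain and time with another have no replicates in these tables, so they were counted on the size of the change alone. Differences held across times were tested with limma, which takes the 7 times as repeats, so that these errors measure the spread between times, at an adjusted p under 0.05 (Benjamini-Hochberg over all tested genes). Replicate reads were used for 307 genes in the copy of Table S3 used here, with limma on the 3 flasks of each group.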

The number of reads per replicate and time point ranged from 15,969,320 to 44,080,524 (mean 29,402,440 ± 6,837,261) in APU-1 and 21,420,910 to 69,735,510 (mean 31,899,659 ± 12,823,456) in APU-2. The percentage of reads mapping to the *E. maxima* reference genome averaged ~95% (median = 95.5% for APU-1 and 95.3% for APU-2) in each strain (ranged 93.9–96.2% for APU-1 and 94.1–95.8% for APU-2).

We first analyzed the expression of 6057 annotated genes for each strain and replicate by examining the correlation of log_2_-transformed mapped reads (Table S3A). 

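Genes of the copy of Table S3 used here, which lists reads for each flask, show how closely the flasks of a group resembled each other. For *EMWEY_00000860*, a 20 kDa cyclophilin (an enzyme that helps proteins fold), scaled reads at T36 were 176 ± 9.52 (SD, n = 3) in APU-1 and 1192 ± 62.3 (SD, n = 3) in APU-2. For *EMWEY_00002130*, which encodes a hypothetical protein, they were 4595 ± 527 (SD, n = 3) and 1129 ± 115 (SD, n = 3). The correlation of log2 reads between replicates was 0.952 to 0.995 (median 0.990), and in 12 of the 14 groups every pair had an *r* of at least 0.97. The lowest values were those of APU-2 at T0, where replicate C had an *r* of 0.952 with A and B while A and B had 0.991, and those of APU-1 at T48, where replicate A had 0.961 and 0.955 with B and C while B and C had 0.986. The median SD of log2 reads over the genes of a group was 0.0812 to 0.453.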

The Pearson’s correlation among replicates within each strain was high (*r* > 0.91, Table S3B). In each strain, the correlation between time points generally eroded with time, progressing from immature (T0) to mature oocysts (T36). 

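Genes of surface antigens (SAGs) and of micronemes, the secretory organelles that sporozoites use to move and to enter cells, were among those that moved farthest from T0. *EMWEY_00008040*, a SAG family member, was at 3.11 TPM at T0, 469 at T12 and 5763 at T24 in APU-1, and at 8.14, 842 and 19002 TPM in APU-2. *EMWEY_00056940*, encoding a hypothetical protein, went the other way, from 553 TPM at T0 to 12.9 at T6 in APU-1 and from 265 to 13.7 in APU-2. The number of genes past the threshold against T0 in APU-1 was 831 at T6, 1285 at T12, 1671 at T18, 1721 at T24, 1912 at T36 and 1237 at T48. In APU-2 it was 835, 1499, 1792, 1937, 1938 and 2038. Most genes past the threshold at T6 were lower in APU-1 (311 higher, 520 lower) and higher in APU-2 (477 and 358), but with TPM as deposited most were lower in both (181 and 929 in APU-1, 202 and 1146 in APU-2). The correlation of log2 mean reads over 6057 genes was 0.749 between T0 and T36 in APU-1 and 0.858 between T0 and T48, so in that strain the last group mean lay closer to T0 than the one before it, and that mean includes replicate A, which stood apart from B and C.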

For APU-1, gene expression correlated least when comparing T0 to T36 (*r* = 0.725–0.760). For APU-2, weaker temporal correlations were observed when comparing T0 to T18 through T48 (generally below *r* = 0.79, ranged *r* = 0.677–0.783).

The correlation of mean log_2_-transformed reads (from three replicates per time point, Table S4) ranged from *r =* 0.749–0.979 in APU-1 and *r* = 0.730–0.984 in APU-2 (Figure 2). Within a strain, the next strongest correlation in gene expression generally occurred among temporally adjacent pairs (usually spanning 6–12 h). Between strains, the overall mean transcription of genes over time (log_2_ transformed reads per gene in Table S4) correlated well (*r* = 0.981). 

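Genes read alike in both strains are the rule, and a few depart from it. *EMWEY_00043250*, the beta tubulin gene, was at a mean of 1989 TPM in APU-1 and 1706 in APU-2, and *EMWEY_00029600*, a gene for an oocyst wall protein, at 13177 and 14400. *EMWEY_00006600*, which encodes a gamma tubulin (the protein that starts microtubules), was at 6.52 and 73.7 TPM (log2 FC 3.54, standard error (SE) 0.18, adjusted p = 1.3e-06, limma). *EMWEY_00015180*, a subunit of the proteasome, which breaks down tagged proteins, was at 83.1 and 13.2 TPM (log2 FC -2.81, SE 0.16, adjusted p = 2.4e-06, limma). Over 6057 genes the correlation of the overall means in the deposited reads was 0.981. At the same time in both strains it was 0.976 at T0, 0.978 at T6, 0.973 at T12, 0.968 at T18 and 0.967 at T24.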

Sometimes, a strain was more similar (or about the same) to itself at another time point than the exact time point of the other strain. For example, APU-1.T48 and APU-1.T36 had *r* = 0.957 but APU-1.T48 and APU-2.T48 had *r* = 0.93 (Figure 2). The discordance between strains (as measured by % reduction in correlation for any pair of time points) was greatest when comparing the expression at hour 48 to the expression at hour 0; at this pair of intervals, expression in APU-1 correlated 14.92% more than in APU-2. 

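Some transcripts that were high at T0 were higher in the mean of APU-1 at T48 than at T36. *EMWEY_00047110*, encoding a hypothetical protein, was at 346 TPM at T0, 0.423 at T36 and 93.1 at T48 in APU-1, and at 191, 0.8 and 1.09 TPM in APU-2. *EMWEY_00060390*, a phosphoserine aminotransferase of serine synthesis, was at 343 TPM in APU-1 and 17.9 in APU-2 at T48. There were 9 genes over 50 TPM at T0 in both strains that were, at T18, T24 and T36 in both, over 30 times below the lower T0 value. In APU-1 at T48 these genes stood at a median of 24.5% (18.1 to 30.5%) of their T0 level, against 1.63% in APU-2. This mean includes replicate A of APU-1 at T48, which was nearer to T0 than B and C were. The correlation of T0 with a later time was higher in APU-1 than in APU-2 at most times. As a percent of the APU-1 value, the gap was 14.9% at T48, 6.57% at T24, 4.82% at T18, 2.83% at T12 and 0.474% at T36. At T6 the correlation was lower in APU-1 by 0.0207%.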

Comparing strains, the expression differed least when comparing hour 6 to hour 0 (0.02%). Thus, strain-specific differences in gene expression did not arise immediately.

Key asynchronous comparisons at hours 18, 24, and 48 (see Figure 2, boxed area) underscored differences in maturation rate, reinforced by the evidence from microscopy (Figure 1). Generally, when strains did not correlate most at the same time point, the best time point was normally ±6–12 h from this time. These exceptional correlations suggested the slower development of APU-1 than APU-2:

- APU-2′s expression at hour 18 best resembled APU-1′s at hour 24 (*r* = 0.976); by contrast, APU-1 at hour 18 best resembled APU-2 at hour 18.
- Expression in APU-1 at hour 48 correlated best with expression in APU-2 at hour 36 (*r* = 0.942).

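A SAG gene and a gene of the gliding motor were higher in APU-2 at T18 than in APU-1 at that time. The SAG gene *EMWEY_00059740* was at 267 TPM in APU-2 at T18, and at 34.9 TPM at T18 and 105 at T24 in APU-1. *EMWEY_00014920*, a myosin light chain of the motor that drives gliding, was at 713 TPM in APU-2 at T18, and at 273 and 829 TPM in APU-1 at T18 and T24. Of 9 microneme genes 4 were higher and none lower in APU-2 at T18 (median log2 FC 1.40, above 99.99% of random lists). That place takes genes as independent and is not a test. Between APU-2 at T18 and APU-1 at T24, 237 genes were past the threshold, fewer than between the strains at any one time. But with TPM as deposited there were 289, more than the 207 at T6. With scaled mean reads in place of TPM there were 314, more than the 309 at T6. Of the 237, 130 were higher and 107 lower in APU-2, a division that turns to 49 and 240 with TPM as deposited. The correlation was 0.976 for that pair, 0.968 for both strains at T18, and 0.927 for APU-2 at T24 with APU-1 at T18. For APU-1 at T48 the best match was APU-2 at T36 (*r* = 0.942), and for APU-2 at T48 it was APU-1 at T36 (*r* = 0.943). APU-1 at T24 and APU-2 at T18 were the best match of each other, and the other 10 groups matched the same time best.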

Interestingly, the greatest correlation in expression between the strains when sporulated oocysts predominated (after T18) was at hour 36 (*r* = 0.973), and it ebbed slightly by hour 48 (*r* = 0.93). Therefore, evidence from microscopy and transcription established hour 36 as a stable interval for most oocysts to complete sporulation. 

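The 2 microneme genes that follow stood at similar levels in both strains at T36 and were lower in APU-1 at T48. *EMWEY_00017610*, encoding a microneme protein, was at 1002 TPM in APU-1 and 1053 in APU-2 at T36, and at 162 and 649 TPM at T48. *EMWEY_00036540*, another microneme gene, was at 1445 and 1243 TPM at T36, and at 249 and 952 at T48. In APU-1, 386 genes were higher and 212 lower at T48 than at T36 (637 and 101 with TPM as deposited), while in APU-2 121 were higher and 1 was lower. Within each strain, T48 and T36 had an *r* of 0.957 in APU-1 and 0.984 in APU-2. The APU-1 mean at T48 includes replicate A, which stood apart from B and C. Over the genes with replicate reads, A had a mean *r* of 0.945 with the T36 samples of APU-1, and B and C had 0.980 and 0.978. Between strains the *r* was 0.973 at T36 and 0.930 at T48. From these correlations and from microscopy, the paper concludes that by T36 most oocysts had completed sporulation in both strains.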

In general, one strain’s expression of a given gene at a given time point generally predicts that gene’s expression in the other strain, but the quality of this prediction ebbs between 18 and 24 h, when development in APU-2 outpaces development in APU-1.

### 3.3. RNA-Seq in E. maxima Strains Enabled Analysis of Highly Expressed Genes and Transcriptional Bias

Previous data [37] identified a subset of highly expressed genes throughout *E. acervulina* sporulation that serve as markers of oocyst viability. Here, we sought evidence for such transcripts in *E. maxima* strains APU-1 and APU-2. We used Transcripts Per Million (TPM) as a normalization method, to summarize the expression of the 6057 annotated genes. Table S5 contains the mean and standard deviation (SD) of TPM of replicates at each time point.

Initially, we analyzed how uniformly genes contribute to the transcriptome during oocyst development in each strain. We surmised that many of the annotated genes in a strain would contribute relatively few transcripts (indeed, the mean TPM for 6057 genes = 165.10, or <0.017% of total transcripts). The number of genes expressed with >100 TPM at each time point ranged from 723 to 1332 (11.94 to 21.99% of the genes for APU-1) and 718 to 1381 (11.85 to 22.80%) for APU-1 (Table 1); therefore, ~5000/6057 (~83%) annotated genes contributed <100 TPM in each strain. This is in line with our previous report for *E. acervulina*, where <15% of genes during sporulation contributed >100 TPM [37].

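In TPM as deposited, the genes over 100 TPM were fewest at T18 in APU-1 and at T12 in APU-2. *EMWEY_00029600* and *EMWEY_00045300*, genes of an oocyst wall protein and of a protein kinase, were over 1000 TPM at every time in both strains. *EMWEY_00019550*, encoding a hypothetical protein, was under 1 TPM at T0 in both strains and passed 100 TPM by T36, at 276 TPM in APU-1 and 423 in APU-2. Genes over 100 TPM in APU-1 numbered 1138 at T0, 840 at T6, 677 at T12, 639 at T18, 878 at T24, 939 at T36 and 1041 at T48, of the 4941 genes held. In APU-2 they numbered 1178, 735, 632, 668, 964, 1017 and 1097. This is 12.8 to 23.8% of those genes. Over 1000 TPM there were 116 at T0 and 67 at T18 in APU-1, and 122 at T0 and 68 at T12 in APU-2. TPM is a share of a sample, and after scaling between samples these 4 counts turn to 76, 103, 65 and 104, so the dip over 1000 TPM is not seen there. Nor is the dip over 100 TPM, with 864 genes at T0 and 865 at T18 in APU-1, and 847 at T0 and 838 at T12 in APU-2.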

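A few genes take turns as the most transcribed gene. In APU-1, *EMWEY_00057080*, which encodes a hypothetical protein, was first at T0, T6 (29934 TPM) and T12 (59204 TPM). *EMWEY_00000500*, a zinc finger DHHC protein of the kind that attaches palmitate to proteins, was first at T18 with 60631 TPM, just above *EMWEY_00042090* with 60576 TPM. *EMWEY_00006260*, a cation-transporting ATPase, was first at T24 (31484 TPM), *EMWEY_00033410* at T36, and *EMWEY_00042090* at T48 (29566 TPM). In APU-2, *EMWEY_00024920* was first at T0 (30940 TPM), *EMWEY_00006260* at T6 (36047), T12 (39524) and T18 (48731), and *EMWEY_00057080* at T24 (26560). *EMWEY_00001470*, encoding a hypothetical protein, was first there at T36 (26833 TPM) and at T48 (48082 TPM), where *EMWEY_00009150* was second (27920 TPM).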

To illustrate the range of transcription in strains during sporulation, the lowest expressed gene in APU-1 was at hour 36 (25,751 TPM), whereas the most transcribed gene was at hour 0 (64,395 TPM) (Table 1; this encompassed a range of 2.57–6.44% of total transcripts). For strain APU-2, expression of the most transcribed ranged from 26,560 TPM (at hour 24) to 48,731 (hour 18) (a range of 2.66–4.87%).

As previously established for transcription in *E. acervulina* [37], we conducted an analysis of transcriptional bias (excess contribution of abundant transcripts). Bias was examined for all genes and then only those with >100 TPM. At each time point (for each strain), transcription was slightly more biased in genes expressed with >100 TPM (Figure 3). 

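Bias was computed as the chance that 2 transcripts drawn from a sample come from the same gene (Simpson's index), which is high when few genes hold most transcripts. At T18, *EMWEY_00000500*, *EMWEY_00042090* and *EMWEY_00006260*, the last described as a pump of cations, were the 3 most transcribed genes in APU-1. In APU-1 the index was 0.00986 at T0, 0.0111 at T6, 0.0178 at T12, 0.0227 at T18, 0.0106 at T24, 0.00790 at T36 and 0.00706 at T48. In APU-2 it was 0.00535, 0.0148, 0.0174, 0.0189, 0.00689, 0.00612 and 0.00638. Among genes over 100 TPM, taken as shares of their own total, it was higher than among all genes at every time. At T18 it was 0.0290 in APU-1 and 0.0245 in APU-2. Taking shares of a smaller total raises the index by itself. As shares of all transcripts, genes over 100 TPM in APU-1 at T0 gave 0.009859, against 0.009863 for all genes. The highest index was 3.21 times the lowest in APU-1 and 3.53 times in APU-2. With the Gini coefficient in place of Simpson's index, the highest value in APU-2 is at T12.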

The greatest transcriptional bias was observed at 18 h, later than its maximum in *E. acervulina* (at 4 h). The bias (whether examining all genes or only those with TPM > 100) did not change more than ~3.5-fold from its maximum at T18 to its minimum (at either T0 or T48). The amount of bias observed for all genes at each time point and those with >100 TPM correlated well (*r* > 0.999, data not shown) within each strain.

The degree of bias correlated, temporally, among strains (*r* = 0.88 comparing all genes; *r* = 0.874 for genes with >100 TPM). 

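In both strains the index was higher at T12 and T18 than at T0, when the genes held at high levels throughout sporulation, such as *EMWEY_00006270* and *EMWEY_00003320*, took their largest share, and was lower again at T24. Over the 7 times, the index of APU-1 and that of APU-2 had an *r* of 0.882 (exact permutation test over all orders of the times, p = 0.0048). Without T12 and T18, the times of highest bias and the farthest from the median in APU-1, it was 0.572, so it rests in part on those 2 times. For genes over 100 TPM the *r* was 0.862 (p = 0.0131 by the same permutation test), and the rank correlation over all genes was 0.857. The permutation test takes the times as exchangeable. By the paper's methods they are a course sampled from the same flasks, so both p-values may be too small. The share of the 10 most transcribed genes gave an *r* of 0.903, and the Gini coefficient 0.952 (0.918 without T0 and T48).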

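The gap between strains at T0 comes largely from 2 genes. *EMWEY_00057080*, which encodes a hypothetical protein, was at 64395 TPM in APU-1 and 26585 in APU-2 at T0, and *EMWEY_00025290*, described as related to an isoleucyl-tRNA synthetase, at 49929 and 19239 TPM. By T6 they were level, at 29942 TPM in APU-2 for the first, and at 23716 in APU-1 and 22338 in APU-2 for the second. The cation-transporting ATPase gene *EMWEY_00006270* went from 10618 to 25800 TPM in APU-1 and from 15688 to 33437 in APU-2 between T0 and T6. From T0 to T6, the index of bias was multiplied by 1.13 in APU-1 and by 2.77 in APU-2. Replicate C of APU-2 at T0 was unlike A and B, and the deposited means include it.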

The greatest difference in bias occurred initially, appearing greater in APU-1 than in APU-2; from hours 0 to 6, transcriptional bias remained largely unchanged in APU-1 but increased ~2.5-fold in APU-2. Bias in APU-2 exceeded bias in APU-1 only at hour 6, perhaps due to the genes associated with its accelerated development during that interval.

### 3.4. Genes Expressed at High Levels throughout Sporulation Are Generally Similar between E. maxima Strains and E. acervulina

A major interest of ours is the identification of markers of viable and infectious coccidian oocysts. Therefore, we examined which transcriptional activities occurred throughout the entire sporulation time course. At any given time, as few as 74 genes contributed >1000 TPM (at hours 12, 18, Table 1). Previously, for *E. acervulina,* we established an expression threshold of 1000 TPM to identify amplified biomarkers, and here we applied this same criterion to *E. maxima* strains, identifying genes exhibiting constitutive expression of at least >1000 TPM throughout sporulation.

Of the 6057 annotated genes, 63 (10.4%) were constitutively expressed in APU-1 and 59 (9.74%) were constitutively expressed in APU-2; 58/6057 (9.58%) genes were constitutively expressed *in each strain*. In this group of 58 genes, 36.2% (21/58) are annotated only as hypothetical proteins in NCBI and ToxoDB. 

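A gene was taken as constitutive if its mean stayed over 1000 TPM at all 7 times. Among them was *EMWEY_00029600*, encoding an oocyst wall protein, lowest at T0 with 4769 TPM in APU-1 and 4278 in APU-2. The profilin gene *EMWEY_00034320*, whose product binds actin and is also an antigen of *Eimeria* sporozoites, was lowest at T6 in APU-1 (2392 TPM) and at T0 in APU-2 (3092 TPM). Genes over 1000 TPM at every time numbered 58 in APU-1, 55 in APU-2 and 54 in both strains, which is 1.17, 1.11 and 1.09% of the 4941 genes held. All 54 are in Table S6, and all of the genes of that table that have values here are among the 54. With a threshold of 500 TPM the counts were 118, 114 and 104, and with 2000 TPM they were 36, 35 and 35. With TPM scaled between samples they were 58, 52 and 50.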

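Means over the 7 times were close in both strains for most constitutive genes, and 4 of the 54 had means that differed more than 1.4-fold. *EMWEY_00057080* had a mean of 31958 TPM in APU-1 and 20746 in APU-2, and *EMWEY_00025290* of 25192 and 15402 TPM. *EMWEY_00024920* had a mean of 17823 and 12583 TPM. The profilin gene *EMWEY_00034320* went the other way, with 4227 TPM in APU-1 and 6313 in APU-2. None of the 54 genes passed the test of a strain difference over all times with limma, at an adjusted p under 0.05 and a log2 FC past 1.5. The fold limit decided this, since the largest ratio of means was 1.64, for *EMWEY_00025290*. By the adjusted p of limma alone, *EMWEY_00024920* (log2 FC -0.53, SE 0.10, adjusted p = 0.0042), *EMWEY_00025290* (log2 FC -0.68, SE 0.21, adjusted p = 0.033) and *EMWEY_00040360* (log2 FC -0.32, SE 0.11, adjusted p = 0.047) were higher in APU-1. For *EMWEY_00057080* the log2 FC was -0.60 (SE 0.21, adjusted p = 0.0503 from limma).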

The mean TPM for each gene over time (Table S6) was generally similar among strains; exceptions included genes (e.g., *EMWEY_00024920*, *EMWEY_00025290*, *EMWEY_00034320*, *EMWEY_00057080*) with >1.4-fold TPM differences between strains.

A general temporal trend held in the expression of these genes: the mean expression of the 58 genes peaked at 12–18 h in each strain and then decreased steadily (Figure 4). 

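Genes such as *EMWEY_00003320*, which encodes a hypothetical protein, followed this trend: it was at 8936 TPM at T0, 40754 at T18 and 18782 at T48 in APU-1, and at 12650, 36986 and 11376 TPM in APU-2. *EMWEY_00024920* did not, with its lowest value at T18 in both strains (6596 and 5535 TPM). The mean of the 54 genes in APU-1 was 7529 TPM at T0, 10911 at T6, 12660 at T12, 13154 at T18, 10648 at T24, 8948 at T36 and 8551 at T48. In APU-2 it was 7329, 12134, 12940, 12731, 8289, 7504 and 6011 TPM. Together they held 40.7% of all TPM at T0, 71.0% at T18 and 46.2% at T48 in APU-1, and 39.6% at T0, 69.9% at T12 and 32.5% at T48 in APU-2. In each strain 25 of the 54 genes were highest at T12 or T18.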

Large variation existed for some genes during sporulation due to high expression ranges at certain time points (Table S6). However, over 50% of the genes had an overall mean TPM < 10,000 with relatively little variation (~<4000 SD for mean TPM). The top 10 genes (by mean TPM over time) for each strain were expressed with at least 17,000 TPM. Nine of these genes were common to each strain (e.g., *EMWEY_00006260*, *EMWEY_00042090*) and they contributed more to the total number of transcripts and underwent greater change over time.

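The same 9 genes were among the 10 with the highest means in both strains, and the tenth gene had a mean of 18310 TPM in APU-1 and 17424 in APU-2. *EMWEY_00006260*, a cation-transporting ATPase, had a mean of 29615 TPM in APU-1 and 27411 in APU-2, with 12030 TPM at T0 and 54882 at T18 in APU-1. *EMWEY_00042090*, encoding a hypothetical protein, had a mean of 28696 and 26192 TPM. *EMWEY_00000500*, the gene of a DHHC zinc finger protein, had 27355 and 24835 TPM. Over the 54 constitutive genes, the median of the highest over the lowest time was 3.05 in APU-1 and 2.86 in APU-2, and 32 of them had a mean under 10,000 TPM in each strain. From the high levels of these genes at every time, the paper proposes them as candidate markers of viability.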

To look more broadly, we compared these constitutively expressed genes in *E. maxima* to our previously reported *E. acervulina* RNA-Seq data [37]. Of note, most such genes (55 of 58) had a high BLASTP hit in *E. acervulina* (three exceptions are bolded in Table S6), and of the 55 that could be matched, 41 (~75%) were also constitutively expressed in *E. acervulina*. Of the 58 genes expressed >1000 TPM in *E. maxima*, 14 (24.1%) had homologs in *E. acervulina* that did not meet equivalent expression criteria (bolded, Table S7). Therefore, 17 of the 58 constitutively expressed genes in the *E. maxima* strains either could not be matched using BLAST or had a match in *E. acervulina* that was not deemed constitutively expressed in that species. Interestingly, the mean expression of the 41 matched constitutively expressed genes we identified from *E. acervulina* had maximum mean TPM at four hours (opposed to 12–18 h in *E. maxima*, Figure 4). These data show that most of the *E. maxima*-identified genes had homologs previously identified as constitutively expressed in *E. acervulina,* defining conserved genes important throughout sporulation.

#### Understanding the Functionality of Constitutively Expressed Viability Markers

To further characterize promising *E. maxima* candidate biomarkers for viability, we focused on the genes shared between APU-1 and APU-2 that were expressed with at least 20,000 mean TPM over the entire time course (eight genes, italicized in Table S6). Two of these genes encode cation-transporting ATPases (*EMWEY_00006260* and *EMWEY_00006270*). 

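The 2 cation-transporting ATPase genes, whose descriptions name pumps that move ions across membranes, followed the same course. *EMWEY_00006260* had its lowest value in APU-2 at T48, 12219 TPM, and its T36 values were 24773 TPM in APU-1 and 19518 in APU-2. *EMWEY_00006270* was at 41360 TPM at T18 and 19692 at T36 in APU-1, and at 36304 and 11413 TPM in APU-2. Its mean was 24353 TPM in APU-1 and 21467 in APU-2. Of the 11 genes described as cation-transporting or vacuolar ATPases, 3 were higher and 2 lower at T36 than at T0 in both strains taken together with limma (median log2 FC 0.74), and none differed between strains over all times.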

Their homologs in *E. acervulina*, *EAH_00004110* and *EMWEY_00004100*, were also constitutively expressed genes we previously identified with high expression (>26,000 TPM; Table S7).

In this group of eight genes, other functionally annotated genes encoded a zinc finger DHHC domain-containing protein (*EMWEY_00000500*). Its homolog in *E. acervulina* (*EAH_00034270*) was also a very highly expressed constitutive gene. The remaining highly expressed and shared *E. maxima* genes (*EMWEY_00003320*, *EMWEY_00033410*, *EMWEY_00042090*, *EMWEY_00057080*) encode hypothetical proteins. 

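The 4 genes of unknown function named above followed 2 kinds of course. *EMWEY_00033410* was low at T0 (10726 TPM in APU-1, 14073 in APU-2), and was at 32840 TPM at T12 in APU-1 and 35089 in APU-2. *EMWEY_00042090* was at 8745 TPM in APU-1 and 17234 in APU-2 at T0, and at 48168 TPM at T18 in APU-2. *EMWEY_00003320* had a mean of 23241 TPM in APU-1 and 21757 in APU-2. *EMWEY_00057080* was instead lowest at T36, with 6815 TPM in APU-1 and 5728 in APU-2. In all, 8 genes had means over 20000 TPM in both strains, among them *EMWEY_00031830*, also described as hypothetical (22610 TPM in APU-1 and 20048 in APU-2). Of the 54 constitutive genes 19 (35.2%) are described as hypothetical, against 63.5% of the 4941 genes.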

Of note, the homolog of *EMWEY_00042090* in *E. acervulina* (*EAH_00037050*) had the second highest overall mean TPM (>30,000, Table S7). We could not identify a homolog for *EMWEY_00057080* (the highest overall expressed gene in APU-1) in *E. acervulina* (Table S7). As we found previously for *E. acervulina*, many constitutively but modestly expressed genes in *E. maxima* have housekeeping functions.

In the *E. maxima* NCBI reference strain, 3926/6057 (64.8%) genes are annotated only as hypothetical proteins (as is true for other *Eimeria* spp.). Compared to our prior analysis of expression in *E. acervulina*, comparatively few hypothetical proteins occur among the constitutively expressed *E. maxima* genes (21/58 [36.2%] vs. 26/53 [49.1%] in *E. acervulina*). To facilitate an improved functional annotation of the hypothetical proteins, we used Blast2GO to search gene homologs Apicomplexa-wide and find related proteins. This search succeeded in identifying a more informative protein hit for 10 of the 21 genes initially identified as encoding hypothetical proteins (bolded in Table S8). This provided more informative annotation (membrane or transmembrane proteins) for three of the eight highly expressed constitutive genes in the *E. maxima* strains (bolded and italicized, Table S8).

Of the 58 constitutively expressed genes shared by the *E. maxima* strains, 50 (86.2%) were successfully annotated with at least one Gene Ontology (GO) term (Table S9). With one exception (*EMWEY_00029830*, encoding a chemotaxis protein), the genes without GO terms encode hypothetical proteins. In total, there were 372 annotated GO terms (Table S9), categorized into the subontologies of Biological Process (BP, 152), Molecular Function (MF, 119), and Cellular Component (CC, 101). Some genes with expression on the lower end of the spectrum (e.g., *EMWEY_00024250* [mean TPM > 5000 in each strain], *EMWEY_00045300* [mean TPM ~3000 in each strain]) had comparatively more GO terms.

The most frequent BP terms included those related to proteolysis, ubiquitin-dependent catabolic processes, protein modification, translation, transmembrane transport, and many encompassing actin activity. In addition, many terms pertained to regulation and cellular responses. The dominant MF terms pertained to binding (ATP, metal ion, DNA, actin, magnesium, phospholipid, etc.), ligase activity, ATP hydrolysis, endopeptidase activity, cytoskeleton, ribosome functions, and protein-cysteine S-palmitoyltransferase activity. Other terms pertained to a host of cellular functions. The most numerous CC terms included membrane, nucleus, cytosol, cytoplasm, actin, plasma membrane, nucleoplasm, assorted organelle terms, ubiquitinligase complex, and acetylcholine-gated channel complex. In addition, other terms were identified that can be grouped into ribosome structure and cytoskeleton/motility. A few genes encoding hypothetical proteins (that may have matched or not matched to a better annotation in other species) had associated GO terms. In general, many of the enriched terms were like those we identified for the constitutively expressed genes in *E. acervulina*.

Of the higher expressed genes shared by both strains described above, *EMWEY_00006260* and *EMWEY_0006270* had GO terms pertaining to membrane and mitochondrion (Table S8). *EMWEY_00000500* had eight annotated GO terms including: protein targeting, peptidyl-amino acid modification, protein palmitoylation, protein-cysteine S-palmitoyltransferase activity vacuole, endoplasmic reticulum, Golgi apparatus, and plasma membrane. *EMWEY_00033410* (hypothetical protein) had homology to a membrane protein of *Besnoitia besnoiti* (Table S8) and GO terms of tRNA aminoacylation for protein translation, nucleotide binding, aminoacyl-tRNA ligase activity, and membrane. *EMWEY_00042090* also had similar BLAST homology to a membrane protein of other Apicomplexans and the GO term membrane. Two genes encoding hypothetical proteins (*EMWEY_00003320* and *EMWEY_00057080*) did not have more informative hits in Apicomplexa species but *EMWEY_00057080* was associated with the GO terms histone methylation and metal ion binding.

Of the 58 constitutively expressed genes, 22 were involved in at least one enzymatic pathway using Blast2GO (Enzyme codes [ECs], Table S8). Many genes below <10,000 overall mean TPM were among the lowest expressed over the time course, but some eclipsed >20,000 mean TPM. We also applied KEGG pathway analysis to identify large metabolic pathways for all genes. Overall, 12 genes had associated KEGG pathways (Table S7); therefore, not all genes with ECs could be linked to a KEGG pathway. We also noted that some of these genes were among those with a larger number of GO annotations than others, as described above. The major pathways defining these genes included thiamine metabolism, purine metabolism, and glycerophospholipid metabolism. *EMWEY_00051720* (mean TPM ~6000 in both strains) was linked to an assortment of pathways (found from ToxoDB). Eleven of twelve genes contributing to KEGG pathways matched to homologs in *E. acervulina* that we previously found were also constitutively expressed by the same criteria (the exception was *EMWEY_00024920* = *EAH_00006770*). These 11 genes essentially were linked to the same KEGG pathways (Table S7).

The highest expressed gene linked to a KEGG pathway differed in each strain. For APU-1, it was *EMWEY_00025290* (mean TPM = 25,192, linked to terpenoid backbone biosynthesis). For APU-2, it was *EMWEY_00011310* (mean TPM = 17,340, nicotinate and nicotinamide metabolism, alanine, aspartate, and glutamate metabolism; taurine and hypotaurine metabolism). The homolog to *EMWEY_00011310* in *E. acervulina* (*EAH_00019500*) was also a highly expressed constitutive gene and had the same KEGG pathways (Table S7). Only one of the genes annotated as encoding a hypothetical protein (*EMWEY_00024920*) had an associated KEGG pathway (PD-L1 expression and PD-1 checkpoint pathway in cancer).

These data reinforce the idea that modestly and constitutively expressed genes encode enzymes in metabolic pathways that underlie basic housekeeping functions. There is a conservation of genes and similarity between species of *Eimeria*, and possibly among coccidia more generally. While we could identify possible homologs of hypothetical proteins (some highly expressed in both strains) in other Apicomplexan species, little more could be gleaned about their function.

### 3.5. Few Genes Contributed Many Transcripts throughout Sporulation to a Significantly Different Extent in APU-1 and APU-2

We sought biomarkers that might differentiate the two *E. maxima* strains by identifying significantly DEGs throughout sporulation. We searched for genes undergoing >1.5 or <−1.5 log_2_ fold-change (FC) with an adjusted *p* < 0.05 (Figure 5). Of 204 such genes identified, most contributed minimally (<100 TPM) to the total transcript pool. 

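The genes that differed between strains over all times encode mostly hypothetical proteins (105 of 154), with members of known families beside them. The gamma tubulin gene and *EMWEY_00039050*, a cysteine protease of the OTU kind that removes ubiquitin, were higher in APU-2, the latter at 111 TPM against 10.1 in APU-1 (log2 FC 3.46, SE 0.14, adjusted p = 1.6e-07, limma). *EMWEY_00048420*, a hexokinase (the first enzyme of glycolysis), was higher in APU-1 (log2 FC -1.87, SE 0.21, adjusted p = 2.2e-04, limma). Of 36 SAG genes 6 were higher in APU-2 and 1 was lower (median log2 FC 0.48), 1 of 9 microneme genes was higher, and none of 7 rhoptry genes differed. No gene list differed as a whole with camera in limma (lowest adjusted p 0.11, for SAGs). The test took the 7 differences between the strains, 1 per time, as repeats, and 154 of 4766 genes passed at an adjusted p under 0.05 and a log2 FC past 1.5, 104 higher in APU-2 and 50 higher in APU-1. Exchanging the strains at some of the times (64 ways) gave at most 93 genes otherwise. Of the 154 genes, 127 had a mean under 100 TPM in both strains, and 122 differed in the same direction at all 7 times. Adding 1 TPM in place of 0.1 leaves 77 genes.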

Ten genes differing in expression among strains contributed, on average, >100 TPM in each strain (Table 2). Genes particular to APU-1 were all upregulated in comparison to APU-2; eight genes were upregulated in APU-2. 

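*EMWEY_00007700*, which encodes a hypothetical protein, had a mean of 560 TPM in APU-1 and 151 in APU-2 (log2 FC -1.57, standard error (SE) 0.16, adjusted p = 1.2e-04, limma, as APU-2 over APU-1). It was at 9.67 TPM at T0 and 1604 at T48 in APU-1, and at 5.91 and 309 TPM in APU-2, so it belongs to the genes of mature oocysts. *EMWEY_00023530*, an 18 kDa cyclophilin, had a mean of 1899 TPM in APU-1 and 436 in APU-2 (log2 FC -2.11, SE 0.10, adjusted p = 5.8e-07, limma). It was steady over time, at 2362 TPM at T0 and 1688 at T36 in APU-1. Of 8 genes of cyclophilins and other peptidyl-prolyl isomerases, this one was higher in APU-1 and *EMWEY_00000860* higher in APU-2 (log2 FC 2.67, SE 0.46, adjusted p = 0.0029, limma), and the other 6 did not pass the test.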

Two genes (*EMWEY_00007700* and *EMWEY_00023530,* italicized in Table 2 and Table S10) surpassed 100 mean TPM in each strain (and exceeded 1000 TPM at some time points in APU-1) but underwent >1.5 log_2_ FC in expression when comparing strains. These two genes generally followed the same temporal transcriptional pattern. Other genes particular to each strain were generally expressed with <500 TPM during sporulation, although they were sometimes >6-fold (log_2_) differentially expressed between strains.

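*EMWEY_00056530*, *EMWEY_00048910* and *EMWEY_00041620* encode hypothetical proteins, and each was higher in APU-1 at all 7 times. For *EMWEY_00041620* the mean was 223 TPM in APU-1 and 33.1 in APU-2 (log2 FC -2.73, standard error (SE) 0.09, adjusted p = 6.8e-08, limma). Its neighbor *EMWEY_00041610* differed alike (log2 FC -2.70), and some reads of both were split with another copy in the deposited means, so the pair counts as less than 2 separate observations. For *EMWEY_00048910* the means were 411 and 81.0 TPM (log2 FC -2.32, SE 0.12, adjusted p = 1.3e-06, limma). For *EMWEY_00056530* they were 145 and 14.0 TPM (log2 FC -3.19, SE 0.16, adjusted p = 1.3e-06, limma). In all, 8 genes higher in APU-1 had a mean over 100 TPM in that strain, and 19 genes higher in APU-2 had one over 100 TPM there.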

As a proportion of the total transcripts, certain genes contributed more than 4-fold more (on average) in APU-1 than APU-2 and were upregulated >2-fold (log_2_) (*EMWEY_00023530*, *EMWEY_00041620, EMWEY_00048910*, *EMWEY_00056530*) (Table 2). Conversely, *EMWEY_0005470* (encodes a Surface Antigen [SAG] family member gene) had ~3 times higher log_2_ FC in APU-2 than in APU-1 (and exceeded a mean TPM of 1000); the strain-to-strain TPM difference was greatest during intervals of active sporulation. 

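*EMWEY_00005470*, a SAG gene (SAGs are proteins anchored on the surface of sporozoites), had a mean of 62.9 TPM in APU-1 and 1129 in APU-2. Its log2 FC over all times was 3.96 (SE 0.31, adjusted p = 1.8e-05 from limma). In TPM it was 0.173 in APU-1 and 1.10 in APU-2 at T0, 17.6 and 520 at T18, and 77.3 and 1383 at T24. The log2 FC between strains was 4.06 at T6, 4.51 at T12, 4.90 at T18, 4.11 at T24 and 4.51 at T48. Among the other SAG genes that were higher in APU-2 were *EMWEY_00059740* (log2 FC 2.94, SE 0.17, adjusted p = 2.0e-06, limma) and *EMWEY_00012770* (log2 FC 2.25, SE 0.22, adjusted p = 9.1e-05, limma).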

Genes *EMWEY_00008090* and *EMWEY_00058460* were both upregulated >6-fold (log_2_) in APU-2 with very high differences in the overall mean TPM (expression of these genes was <10 TPM at all time points in APU-1). 

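*EMWEY_00058460*, which encodes an elongation factor 1-alpha (the protein that brings aminoacyl-tRNA to the ribosome), was nearly absent from APU-1. It had a mean of 1.54 TPM in APU-1 and 150 in APU-2 (log2 FC 7.29, standard error (SE) 0.44, adjusted p = 2.9e-06, limma). It was highest in APU-1 at T0, with 5.94 TPM, and in APU-2 it was at 208 TPM at T0 and 38.9 at T18. *EMWEY_00008090*, encoding a hypothetical protein, had a mean of 0.887 TPM in APU-1 and 105 in APU-2 (log2 FC 6.72, SE 0.22, adjusted p = 6.8e-08, limma). Reads were aligned to the genome of another strain, Weybridge, so a gene that APU-1 lacks, or whose sequence differs there, would also read near 0. In all, 19 of the 154 genes had a log2 FC past 3, 12 of them higher in APU-2 and 7 in APU-1. From such genes, the paper proposes markers that tell the strains apart.

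**Figure D1:**
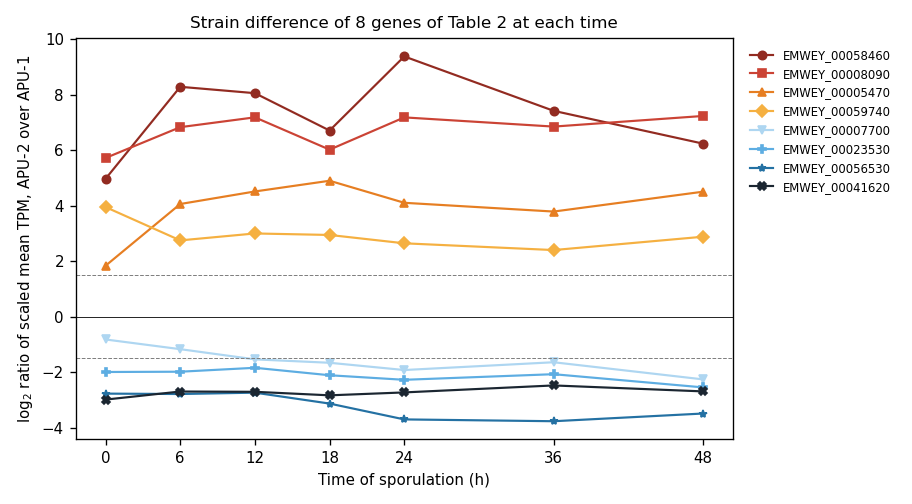
Log2 ratio of APU-2 to APU-1 at each time for 8 genes that differed between the strains over all times. Dashed lines mark a log2 FC of 1.5 in either direction. Each point is a ratio of the authors' group means.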

The genes in APU-2 sometimes achieved >200-fold TPM difference compared to APU-1 at T36. They may be useful in the identification of strains and identifying oocysts at stages during sporulation (see below).

For APU-2, 4/10 of the genes identified encode hypothetical proteins. Blast2GO did not identify a more informative match for these genes (Table S10). In total, nine genes were associated with 61 GO terms and the majority associated with genes *EMWEY_00023530* (see above)*, EMWEY_00036080* (thioredoxin), *EMWEY_00039050* (Ovarian Tumor Unit [OTU]-like cysteine protease domain-containing protein), and *EMWEY_00058460* (elongation factor 1-alpha, [EF-1α]).

The GO terms for genes unique to APU-2 (Table S10) can be summarized as follows. *EMWEY_00036080* has terms pertaining to endoplasmic reticulum and Golgi apparatus structure, protein targeting, transport, and folding. *EMWEY_00039050*’s GO terms were related to protein deubiquination and peptidase activity. *EMWEY_00058460* was associated with the most GO terms and these were of multiple types including tRNA transport, GMP and GTPase binding, ATP activity, actin assembly, and translation processes. Although this gene (and a few others) had EC numbers identified using Blast2GO, only *EMWEY_00058460* had linked KEGG pathways in our analysis (Table S10). These pathways were related to drug metabolism, antibiotic synthesis, and metabolism of purines, sulfur, selenocompounds, and thiamine. These pathways were similar in the *E. acervulina* homolog for this gene (*EAH_00032440*), which had a very low mean overall expression throughout sporulation. The highest expressed gene (*EMWEY_00005470*) had a single GO term of “membrane” but no other useful information was identified. All the 10 genes had homologs we could identify in *E. acervulina*.

Of the 10 DEGs in APU-1, 9 encode hypothetical proteins. After Blast2GO analysis, only one of these genes (*EMWEY_00001070*) matched to a more informative annotated gene in another Apicomplexan species (SF-assemblin in *C. cayetanensis*, Table S10). In total, 6 genes were associated with 23 GO terms with the majority (those with other than CC term of “membrane”) associated with genes *EMWEY_00001070*, *EMWEY_00012880*, and *EMWEY_00023530* (18kDa cyclophilin). GO terms for these genes generally fell into broad categories. *EMWEY_00012880* was associated with terms pertaining to cilia assembly and transport/targeting, and *EMWEY_00001070* was associated with cytoskeleton and cytoplasm. *EMWEY_00023530*, the highest overall expressed gene in the group, was associated with terms pertaining to cyclosporin A binding and protein folding and protein isomerization. Only this gene was associated with an EC number, but we did not identify a linked KEGG pathway.

Generally, genes expressed to differing extents in the strains of E. maxima contributed more to the total transcript pool than homologs of these genes in E. acervulina. Eight of the 10 APU-1 genes had homologs that we could identify in *E. acervulina.* These genes had relatively lower mean overall TPM (most <50 TPM) in *E. acervulina*. The homolog to *EMWEY_00023530* (*EAH_00035670*) was the highest expressed, eclipsing 160 TPM (Table S10). The homolog to *EMWEY_00059740 (EAH_00003690*) was the highest expressed in *E. acervulina*. Interestingly, *EMWEY_00005470* (highest TPM in APU-2) had <1.0 mean TPM in *E. acervulina*. These genes encode SAGs, possibly indicating their increased importance in APU-2.

Overall, during sporulation, certain genes are expressed more in one strain than in the other. However, little additional information exists about the function of these DEGs: few such genes belonged to identifiable metabolic pathways; some were more prominently associated with certain GO terms. Interestingly, those genes identified by GO terms and KEGG pathways tended to be expressed at very low levels throughout sporulation. Therefore, we performed further analysis at specific time points in hopes of identifying more biomarkers important to each strain.

### 3.6. Differential Expression at Hours 36 and 48 during Oocyst Sporulation

Differences in the expression of genes at certain time points may drive, or reflect, developmental differences between strains. For example, at hour 36, genes *EMWEY_00023520* and *EMWEY_00056530* in APU-1 and *EMWEY_00005470, EMWEY_00008090*, and *EMWEY_00058460* in APU-2 were expressed much more in one strain than the other (sometimes up to 230-fold higher TPM, Table 2). Accordingly, we sought to identify genes especially responsible for the degree of correlation evident between strains at particular times (Figure 2). Against a general pattern of concurrent changes in expression, comparatively accelerated development in APU-2 was implied by cases where its expression profile correlated best with the expression of APU-1 6–12 h later (Figure 2). The number of significantly DEGs tended to increase as the transcription correlation between time points decreased (Table 3). This decrease in correlation also coincided with increasing DEGs at *concurrent* time points during sporulation between strains. Yet, the greatest number of DEGs occurred when comparing APU-1 at hour 18 with APU-2 at hour 24.

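The 2 genes that follow are examples of genes that differed between the strains late in sporulation. *EMWEY_00010920*, an apical membrane antigen 1 (a protein that holds the parasite to the cell it enters), had a log2 FC between strains of 0.98 at T36 and 2.26 at T48. *EMWEY_00031340*, encoding a hypothetical protein, was at 27.0 TPM in APU-1 and 272 in APU-2 at T24. Genes past the threshold between strains numbered 264 at T0, 251 at T6, 334 at T12, 452 at T18, 445 at T24, 351 at T36 and 1015 at T48. At T12 and later most were higher in APU-2, with 253 of 334 at T12 and 387 of 445 at T24, but at T0 most were lower (98 higher, 166 lower). Replicate C of APU-2 bears on this, since in the genes of Table S3 4 were higher and 10 lower at T0 by fold, 4 and 3 without that flask, 5 and 27 without A, and 4 and 30 without B. With TPM as deposited the counts at T0 are 132 and 144, and at T6 the main counts of 171 and 80 turn to 99 and 108. Between APU-2 at T36 and APU-1 at T48, 764 genes were past it (496 and 268, or 295 and 393 with TPM as deposited), and between APU-2 at T48 and APU-1 at T36 there were 871.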

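The 2 microneme genes that follow were higher in APU-2 at T24 than in APU-1 at T18, the pair across strains with the most genes past the threshold of those compared. *EMWEY_00017610*, a microneme gene, was at 106 TPM in APU-1 at T18 and 1981 in APU-2 at T24, and *EMWEY_00051350*, which encodes microneme protein 2, was at 43.7 and 758 TPM. *EMWEY_00009150*, encoding a hypothetical protein, was at 482 and 14997 TPM. Between these 2 samples 1113 genes were past the threshold, 926 higher and 187 lower in APU-2. With TPM as deposited the counts were 1293 and 62, so the number of genes lower in APU-2 depends on the scaling.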

#### 3.6.1. DEGs at Hour 36 Demarcate Strain-Specific Biomarkers and Help Explain Expression Differences around Periods of Maximum Sporulation

We took special interest in genes whose expression drove a strong correlation between the strains at hour 36, by which time many oocysts completed the formation of visible sporocysts; we also sought to determine the causes of the evident ebbing of correlation by hour 48. Using the previously described criteria, we found 284 DEGs at hour 36 and 850 at hour 48 (Table 3). 

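A microneme gene and a SAG gene are examples of what differed at T48. *EMWEY_00051350* was at 713 TPM in APU-1 and 1095 in APU-2 at T36, and at 184 and 1117 at T48. *EMWEY_00012770*, a SAG gene, was at 110 and 551 TPM at T48. At T36, 351 of 4619 genes were past the threshold (298 higher and 53 lower in APU-2), and at T48 1015 of 4734 (780 and 235). Of them 58.1% are described as hypothetical at T36 and 63.5% at T48. In the 290 to 293 genes of the copy of Table S3 that could be tested with limma on 3 flasks per strain, 16 passed at T36 (11 higher and 5 lower in APU-2) and 61 at T48 (54 and 7). Of 17 and 70 genes past the fold threshold alone among them, 16 and 61 are these, so at these 2 times most genes counted on size also passed with replicates. At T0 only 5 of 14 did. Leaving out 1 flask of APU-2 at T48 lowers the count of 61 to between 30 and 39.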

At hour 36, only three genes contributed >1000 mean TPM in APU-1 (*EMWEY_00006520, EMWEY_00007700, EMWEY_00023530*) and only one for APU-2 (*EMWEY_00005470*).

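*EMWEY_00006520*, described as similar to a DNA-damage-inducible protein of *E. coli*, was at 1425 TPM in APU-1 and 525 in APU-2 at T36 (log2 FC -1.58). *EMWEY_00007700* was at 1066 and 378 TPM (log2 FC -1.64), and the cyclophilin gene *EMWEY_00023530* at 444 TPM in APU-2 (log2 FC -2.07). The SAG gene *EMWEY_00005470* was at 215 TPM in APU-1 and 3275 in APU-2 (log2 FC 3.79). These were the 3 genes over 1000 TPM in APU-1 and the 1 gene over 1000 TPM in APU-2 among those past the threshold at T36. Over 100 TPM there were 12 genes higher in APU-1 and 25 higher in APU-2.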

Considering any such genes contributing >100 mean TPM identified 21 genes in each strain, 10 were shared by both strains (italicized in Table 4). For APU-1, most of the DEGs identified (above) based on the average overall expression were also differentially expressed at hour 36 (except for *EMWEY_00001070* and *EMWEY_00057350*). For APU-2, only *EMWEY_00036080*, *EMWEY_00037810*, and *EMWEY_00042800* were differentially expressed overall but not at hour 36. Therefore, most genes differently expressed throughout sporulation were also differentially expressed at hour 36.

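Genes that differed over all times were mostly past the threshold at T36 too: 104 of the 154, each in the same direction. The value over all times includes T36, so the 2 are not independent. *EMWEY_00001070*, encoding a hypothetical protein, was just short of the threshold at T36 (log2 FC -1.39) but passed over all times (log2 FC -1.57, SE 0.11, adjusted p = 6.8e-06, limma). With limma on 3 flasks its difference at T36 was also short of it (log2 FC -1.40, SE 0.12, adjusted p = 6.2e-04). The thioredoxin gene *EMWEY_00036080* was past it at T48 (log2 FC 3.07) and not over all times (log2 FC 0.78). *EMWEY_00037810*, of unknown function, was past it at T36 (log2 FC 1.54) and just short over all times (log2 FC 1.42).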

As determined for mean expression throughout sporulation, at hour 36, genes such as *EMWEY_00023530* and *EMWEY_00056530* were upregulated (>2-fold log_2_) in APU-1. 

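*EMWEY_00056530* had a log2 FC between strains of -3.76 at T36 as APU-2 over APU-1, with 291 TPM in APU-1 and 23.6 in APU-2. The cyclophilin gene *EMWEY_00023530* had its lowest value in APU-2 at T24, 335 TPM, and was steady in both strains. *EMWEY_00048910* and *EMWEY_00041620*, also encoding hypothetical proteins, had log2 FCs of -2.17 and -2.47 at T36. *EMWEY_00012880* passed the threshold at T36 (log2 FC -2.07, with 242 and 63.4 TPM) but not over all times (log2 FC -1.15). With limma on 3 flasks *EMWEY_00002130*, of unknown function, was lower in APU-2 at T36 (log2 FC -2.02, SE 0.12, adjusted p = 1.1e-04) and at T48 (log2 FC -1.78, SE 0.35, adjusted p = 0.011).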

All but six DEGs in APU-1 with >100 TPM encode hypothetical proteins. Generally, the genes with the highest TPM in APU-1 did not have the greatest differential expression vs. APU-2; however, genes such as *EMWEY_00005570* and *EMWEY_00023520* were upregulated ~3-fold (log_2_) compared to APU-2 (Table 4).

Except for one gene (*EMWEY_00014910*, bolded Table S11), our Blast2GO pipeline did not identify any more informative annotations for APU-1 DEGs at hour 36. Also, most GO terms were associated with already annotated genes. Still, some upregulated genes had more than one term. For example, *EMWEY_00012880* (~2-fold log_2_ upregulated in APU-1, encoding a hypothetical protein) and *EMWEY_00023530* were associated with at least seven GO terms (see above). *EMWEY_00005570* (protein binding) and *EMWEY_00023520* (membrane) were each associated with a single GO term. *EMWEY_00006520* was associated with nine GO terms, including those relating to development and DNA binding and DNA damage repair. Three genes (*EMWEY_00006520*, *EMWEY_00017660*, *EMWEY_00052370*) had associated KEGG pathways according to our analysis; these were aminobenzoate degradation, amino sugar and nucleotide sugar metabolism, and porphyrin and chlorophyll metabolism, respectively (Table S11).

At hour 36, 19 of 21 genes expressed to a significantly greater extent in APU-1 than in APU-2 had identifiable homologs in *E. acervulina*. As we found in the analysis of mean expression through time, these genes generally contributed a higher proportion of the total transcripts in *E. maxima* than their homologs in *E. acervulina*. However, the homologs of *EMWEY_00031340* and *EMWEY_00056980* (hypothetical proteins contributing <300 TPM at hour 36, downregulated vs. APU-2) were expressed to a much greater extent in mature oocysts of *E. acervulina* (italicized and red, Table S11). In *E. acervulina,* they were DEGs between mature and immature oocysts [37].

As noted in strain APU-1, certain genes overexpressed throughout sporulation in APU-2 were also upregulated at hour 36 (compared to APU-1): for example, *EMWEY_00005470* and *EMWEY_00058460* (Table 4). 

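The elongation factor gene *EMWEY_00058460* was at 0.463 TPM in APU-1 and 107 in APU-2 at T36, a log2 FC of 7.42. *EMWEY_00008090* was at 0.913 and 129 TPM (log2 FC 6.85). The gamma tubulin gene *EMWEY_00006600* had a log2 FC of 3.01, with 71.3 TPM in APU-2, and the delta tubulin gene *EMWEY_00006610* next to it had one of 2.02. *EMWEY_00054680*, an aspartate aminotransferase that links amino acids to the tricarboxylic acid cycle, was at 32.5 and 199 TPM (log2 FC 2.47, and over all times log2 FC 2.10, SE 0.25, adjusted p = 4.4e-04, limma).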

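*EMWEY_00000860*, the 20 kDa cyclophilin gene, had 16.9 TPM in APU-1 and 127 in APU-2 at T36, and with limma on 3 flasks it was higher in APU-2 (log2 FC 2.76, SE 0.10, adjusted p = 8.8e-06). At T48 it was higher as well (log2 FC 2.34, SE 0.24, adjusted p = 0.0028). It was called over all times too. The paper lists it only at T36, but its list over all times holds only genes with a mean over 100 TPM in a strain. *EMWEY_00039050*, the OTU protease gene, was at 9.62 and 120 TPM at T36 (log2 FC 3.49). *EMWEY_00059740*, a SAG gene, was at 135 and 789 TPM (log2 FC 2.40). *EMWEY_00052050*, which encodes a hypothetical protein, was at 12.3 and 104 TPM (log2 FC 2.93), and was 5.60 and 1.98 at T0, so its difference opened during sporulation.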

Other genes were noticeable for a >2-fold (log_2_) upregulated expression change, including *EMWEY_00000860, EMWEY_00039050, EMWEY_00052050*, and *EMWEY_00059740* (note that *EMWEY_00000860* and *EMWEY_00052050* were genes not identified in our overall analysis).

Of the genes expressed more in APU-2 than APU-1 at hour 36, 10 of 21 encode hypothetical proteins. Except for one gene (*EMWEY_00007270*, bolded Table S11), our Blast2GO pipeline identified no more informative annotated genes. Approximately half of the genes were associated with most of the GO terms. Some genes with related GO terms appeared similar—e.g., *EMWEY_00017480* and *EMWEY_00056980*—yet experienced only modest excess expression in APU-2. A group of genes (*EMWEY_00000860, EMWEY_00039050, EMWEY_00052300, EMWEY_00054680, EMWEY_00059760*) were associated with amino acid metabolism and protein synthesis/regulation GO terms. *EMWEY_00058460* was the highest upregulated DEG vs. APU-1 with 6.7-fold log_2_ differential expression.

The two SAG protein-encoding genes (*EMWEY_00005470*, *EMWEY_00059740*) identified in the overall analysis were also upregulated at T36. These genes have the highest expression during the time course (in each strain) at hour 36. It appears that mature oocysts in APU-2 may be characterized more by protein processes and SAG proteins (upregulated in APU-2, although they contributed >100 TPM in both strains). 

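Translation initiation factors, proteasome genes and chaperones had medians near the top of random lists at T36, as did splicing, glycolysis, redox enzymes and calcium-dependent kinases, while ribosomal proteins (above 58.7% of random lists) and aminoacyl-tRNA synthetases (51.0%) were near the middle. The chaperone gene *EMWEY_00011930*, a heat shock protein, was at 33.0 TPM in APU-1 and 137 in APU-2 (log2 FC 1.91), and *EMWEY_00060140*, a DnaJ domain protein that works with heat shock protein 70, at 16.7 and 78.3 (log2 FC 2.08). *EMWEY_00009550*, a subunit of the 26S proteasome, was at 41.9 and 140 TPM (log2 FC 1.60). Of 21 translation initiation factors 5 were past the threshold and higher (median log2 FC 1.09, above all 10000 random lists of matched size), of 18 proteasome genes 5 were higher and 1 lower (0.49, above 98.8%), and of 49 chaperones 3 were higher (0.42, above 99.7%). Of 28 splicing genes 4 were higher and 1 lower, of 13 glycolysis genes 2 were higher (median 1.07), and of 22 aminoacyl-tRNA synthetases 3 were higher. Redox enzymes had 3 higher of 13 (median 0.59), and the 14 calcium-dependent kinases none (0.60). Of 35 SAG genes 6 were higher and 1 lower (median 0.25), and none of 9 microneme and 7 rhoptry genes was past the threshold. Cytosolic ribosomal proteins had 1 of 53. These lists were written before the data were examined, from the authors' gene descriptions. A place among random lists takes the genes of a list as independent and uses no replicates, so it is not a test.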

KEGG pathways were identified for five genes (Table S11: *EMWEY_00006520* [see above], *EMWEY_00011930, EMWEY_00054680, EMWEY_00058460* [see above], *EMWEY_00059760*). These pathways concern thiamine/purine metabolism and amino acid and antibiotic synthesis, in addition to other pathways. These genes were all expressed <~500 TPM.

We found that 19 of the APU-2 genes also had homologs in *E. acervulina*. Two of the genes in common with APU-1 and discussed above had homologs in *E. acervulina* that were upregulated in mature oocysts, and *EMWEY_00011930* (heat shock protein homologous to *EAH_00002610*) was an additional one (italicized and red, Table S11). The homolog was also expressed with >1000 TPM in *E. acervulina* and significantly differentially expressed vs. immature oocysts in that species.

#### 3.6.2. DEGs at Hour 48 Characterize the Divergence of Oocysts Compared to Hour 36

As described above, transcriptional profiles agreed best at hour 36 and eroded thereafter. Indeed, concurrent correlation appeared weakest at hour 48. (Figure 2). 

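The heat shock protein 90 gene *EMWEY_00036440* shows the step from T36 to T48: it was at 349 TPM in APU-1 and 689 in APU-2 at T36, and at 318 and 1280 at T48 (log2 FC 0.84 and then 2.13). *EMWEY_00033060*, a glyceraldehyde-3-phosphate dehydrogenase of glycolysis, had log2 FCs of 1.14 and 3.22. The kinesin gene *EMWEY_00025630*, for a motor on microtubules, went the other way, with -0.77 and -4.01. Among 3169 genes with at least 100 mean reads in each group, 79 were higher in APU-2 at T36 and 414 at T48. As for the difference between strains changing from T36 to T48, 195 genes moved up past the threshold and 241 down, or 103 and 363 with TPM as deposited. With limma on flasks, 5 of 294 genes of the copy of Table S3 had such a change, and none when the 3 flasks were taken as blocks.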

The number of DEGs, comparing the two strains, triples from hour 36 to hour 48 (from 284 to 850; Table 3). We sought to further understand the changes demarcating this departure (acknowledging that expression in one strain still explains 93% of the variation in expression in the other).

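*EMWEY_00058460* and *EMWEY_00008090* are among the genes that kept their difference, with log2 FCs of 6.24 and 7.23 at T48, as did *EMWEY_00006600* (3.44), *EMWEY_00039050* (2.98) and the SAG gene *EMWEY_00059740* (2.88). In APU-1, *EMWEY_00056530* (-3.48), *EMWEY_00041620* (-2.69), *EMWEY_00048910* (-2.42) and the cyclophilin gene *EMWEY_00023530* (-2.54) kept theirs. *EMWEY_00006520*, similar to a DNA-damage-inducible protein, did not, at 1217 TPM in APU-1 and 519 in APU-2 (log2 FC -1.11). Of 348 genes past the threshold at T36 that could be compared at both times, 227 (65.2%) were past it at T48 in the same direction, 185 of them higher in APU-2. Of 2 unrelated lists, 48.6 higher and 2.44 lower genes would be shared. The 121 genes that were not had a median log2 FC of 1.71 at T36 and of 0.87 in the same direction at T48.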

Of the 284 DEGs between strains at hour 36, 184 (64.8%) remained differentially expressed at hour 48. The log_2_ differential expression ratio for the remaining 100 genes ranged from ±2.7 to ±2.01 (APU-1 vs. APU-2), a tighter range than described in Table 4 (Table S12A). Genes with the largest magnitude in differential expression among strains tended to contribute fewer TPM. Only 12 of these 100 DEGs were upregulated in APU-1. Fourof the 100 genes contributed >100 TPM in APU-1, and only 6 contributed >100 TPM in APU-2 (these were described above and/or in Table 4). These four genes were also DEGs between strains at T36, possibly indicating their greater importance to that time point.

Of these 100 genes, 57 were annotated as hypothetical proteins and Blast2GO found 26/57 (~46%) had a more informative Apicomplexa BLAST hit (Table S12A). Among the 100 genes, some common annotations included DEAD-box domain-containing helicases, subtilases, translation initiation factors, and DNA damage proteins. The groups generally had similar differential expression profiles. Overall, 624 GO terms were found for the 100 genes. Many could be attributed to genes such as *EMWEY_00020830* (encoding thioredoxin reductase with 50 terms), *EMWEY_00043800* (hypothetical protein with 60 terms mainly pertaining to cellular transport and regulation), *EMWEY_00047940* (encoding a helicase protein, 20 terms), *EMWEY_00049690* (encoding an anti-silencing protein, 23 terms), and *EMWEY_00058910* (encoding a protein transport protein, 22 terms). These genes had a low mean TPM at hour 36 but comprised a higher proportion of total transcripts in APU-2 than in APU-1.

KEGG pathways were identified for 29/100 genes, most of which exhibited relatively low expression. *EMWEY_00006520* (one of the highest expressed genes in both strains, but upregulated in APU-1) was described above for the T36 DEGs. Most of the 100 genes had identifiable homologs in *E. acervulina*, but the expression between species varied (Table S12B). For example, *EAH_00017220* (homolog of *EMWEY_00038960*) was a highly constitutively expressed gene but its *E. maxima* homolog was expressed to a lesser extent. *EAH_00026150* was higher expressed in mature *E. acervulina* oocysts and its homolog in *E. maxima* (*EMWEY_00056980*) was on the higher end of expression at T36 in both strains.

Interestingly, most of the DEGs at hour 48 were not differentially expressed at hour 36 (666/850; 78.4%; Table S12B). Therefore, these genes appear to demarcate strain divergence after hour 36. 

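Many of the genes set apart at T48 leaned the same way at T36 already. The 748 genes past the threshold at T48 and not at T36 had a median log2 FC of 0.68 in the same direction at T36, and the *r* of the strain differences at T36 and T48 over 4612 genes was 0.625. *EMWEY_00031210*, an Hsp20 chaperone, was at 1061 TPM in APU-1 and 1836 in APU-2 at T36, and at 986 and 3431 at T48. *EMWEY_00051470*, of unknown function, was at 30.2 and 48.6 TPM at T36 and at 413 and 41.4 at T48, and *EMWEY_00004950* had 324 and 63.5 at T48. Of the 235 genes lower in APU-2 at T48, 77.9% were more than 2 times higher at T0 than at T36 in APU-1, against 23.7% of all genes. Among the replicates of APU-1 at T48, A had a mean *r* of 0.921 with the T0 samples of that strain, and B and C had 0.837 and 0.823. From the genes that differ at T48 only, the paper proposes that the strains diverge after T36.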

The log_2_ FC of the 666 genes ranged from ±3.79 to ±3.71, an increase from the hour 36 DEGs. A greater relative number of genes were expressed >100 TPM in strains at T48 (92 in APU-1, 132 in APU-2) than at T36 and more genes eclipsed 1000 TPM. About 66% (438/666) of the genes were annotated to encode hypothetical proteins. Blast2GO analysis found better matches with more informative annotations for 166 of the 438 (~38%) genes originally encoding hypothetical proteins. 

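In most lists more genes were higher than lower in APU-2 at T48, and in DNA replication more were lower. Over all 4734 genes compared, 780 were higher and 235 lower. A lean to higher genes therefore does not by itself set a list apart. The 40S ribosomal protein S20 gene *EMWEY_00007140* was at 945 TPM in APU-1 and 287 in APU-2 at T48, and of 56 ribosomal protein genes 7 were higher and 3 lower in APU-2 (median log2 FC -0.18). *EMWEY_00025630*, a kinesin, was at 26.2 and 1.38 TPM, and of 31 tubulin, kinesin, dynein and flagellar genes 8 were higher and 4 lower. *EMWEY_00053960*, the small subunit of DNA polymerase delta, was at 48.1 and 8.11 TPM, and of 35 DNA replication genes 1 was higher and 6 were lower (median -0.40, at the 0.05 percentile of random lists). That percentile takes genes as independent and is not a test. The mean of APU-1 at T48 includes replicate A, which stood nearer to T0, where many genes of this last list were higher than at T36. *EMWEY_00021810*, a subtilisin-like protease TgSUB2, was at 17.3 and 77.7 TPM, and 2 of 10 subtilases and rhomboids were higher. Of 50 chaperones 10 were higher and 1 lower, of 42 ubiquitin genes 8 and 4, of 25 aminoacyl-tRNA synthetases 5 and none, and of 27 RNA helicases 5 and 1.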

As with the T36 genes, T48 had many genes that could be grouped into categories (e.g., ribosomal proteins, kinesins, ATPases, DNA polymerases, invasion proteins, subtilases/subtilisin, zinc finger proteins, etc.). Some were of similar nature to the T36 genes. However, genes encoding adaptin, chromosome segregation proteins, SAGs, myosins, DNA polymerases, mitochondria, and microneme proteins seemed unique to T48 oocysts. 

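More microneme and SAG genes were past the threshold between the strains at T48 than at T36, and all but 1 of these were higher in APU-2 at T48. *EMWEY_00051350* (microneme protein 2) had a log2 FC between strains of 2.72, *EMWEY_00017610* of 2.12 and *EMWEY_00036540* of 2.06, and 6 of 9 microneme genes were past the threshold and higher (median 2.04), while none was at T36. Of 36 SAG genes 13 were higher and 1 lower (median 0.99), of 7 rhoptry genes 3 were higher (1.23) and of 3 genes of the inner membrane complex 1 was higher (1.40). Myosin A, *EMWEY_00052250*, the motor of gliding, was at 68.7 TPM in APU-1 and 87.9 in APU-2 at T36, and at 22.9 and 65.7 at T48, and of 21 gliding and actomyosin genes 7 were higher (0.82). No gene of chromosome segregation was past the threshold at T48, of 19 compared. As a family, SAG genes were not confined to T48, since 6 were higher at T36 as well. The paper's statement is about genes that differ at T48 and not at T36, so these 6 do not bear on it. The means of APU-1 at T48 include replicate A, which stood nearer to T0 than B and C.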

Again, the directionality of expression was usually similar for groups. Overall, there were 2904 GO terms identified for the 666 genes.

Although most of the T48 DEGs (not also differentially expressed in T36) were expressed to only a modest extent, 10 DEGs (4 upregulated, 6 downregulated in APU-1) and 23 genes in APU-2 (all upregulated vs. APU-1) had a mean TPM > 1000 at T48 (Table S12B). Genes with higher differential expression in APU-1 generally did not have as high TPM, however. The 10 APU-1 genes were significantly differentially expressed at least 1.6 log_2_ FC compared to APU-2; eight genes encoded hypothetical proteins. Genes *EMWEY_00025300* (hypothetical protein), *EMWEY_00036630* (hypothetical protein but had BLAST similarity to a protein kinase domain-containing protein in *E. mitis*), *EMWEY_00056350* (subtilase family serine protease), and *EMWEY_00070020* (ATP synthase beta chain) eclipsed 1000 TPM at T48 with at least >1.7-fold log_2_ higher differential expression than APU-2. 

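*EMWEY_00025300*, which encodes a hypothetical protein, was at 2992 TPM in APU-1 and 596 in APU-2 at T48 (log2 FC -2.20). It was at 8084 TPM at T0 and 877 at T36 in APU-1, and the mean at T48 includes replicate A, which was nearer to T0 than B and C. *EMWEY_00036630*, also of unknown function, was at 1174 and 377 TPM (log2 FC -1.52), and at 7.72 and 770 TPM at T0 and T36 in APU-1. *EMWEY_00070020*, the beta chain of ATP synthase, was at 1168 and 387 TPM (log2 FC -1.47, just short of the threshold). Of the 235 genes higher in APU-1 at T48, 42 were over 100 TPM and 4 over 1000 TPM there.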

GO terms were associated with *EMWEY_00036630* (such as protein kinase, ATP binding), *EMWEY_00056350* (including proteolysis, serine-type endopeptidase activity), and *EMWEY_00070020* (pertaining to translation, ribosomes). The *E. acervulina* homolog (*EAH_00048170*) of *EMWEY_00056350* was highly expressed throughout sporulation. The highest DEG was *EMWEY_00056940* (3.7-fold higher log_2_ FC in APU-1) with ~120 TPM in APU-1.T48 vs. ~2 TPM in APU-2.T48. This gene, originally annotated to encode a hypothetical protein, had BLAST similarity to a putative adenosine monophosphate deaminase in *Neospora caninum*. 

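*EMWEY_00056940* was at 120 TPM in APU-1 and 2.14 in APU-2 at T48, a log2 FC of -5.61 as APU-2 over APU-1. In APU-1 it was at 1.67 TPM at T18 and 1.05 at T36, and in APU-2 at 1.46 at T36. *EMWEY_00047110* had the same course and a log2 FC of -6.14 at T48, and for the phosphoserine aminotransferase gene *EMWEY_00060390* it was -4.13. All 3 genes were high at T0 in both strains, and the mean of APU-1 at T48 includes replicate A, the flask nearest to T0.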

No KEGG pathways were identified for the 10 genes.

For the 23 APU-2 DEGs of interest, 14 exceeded >2000 TPM at T48. These genes were all upregulated vs. APU-1 with at least ~1.6 FC (log_2_). These included genes such as *EMWEY_00005600* (hypothetical protein), *EMWEY_00009150* (hypothetical protein, but BLAST similarity to *T. gondii* family D protein), *EMWEY_00016000* (hypothetical protein but BLAST similarity to an uncharacterized serine-rich protein C215.13-like in *C. cayetanensis*), *EMWEY_00016120* (hypothetical protein), *EMWEY_00016540* (hypothetical protein), *EMWEY_00017740* (hypothetical protein), *EMWEY_00028320* (hypothetical protein, but BLAST similarity to a putative autoantigen, coiled-coil vesicle tethering subfamily A protein in *T. gondii*), and *EMWEY_00030150* (hypothetical protein). 

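*EMWEY_00005600* was at 304 TPM in APU-1 and 903 in APU-2 at T36 and at 256 and 2067 at T48 (log2 FC 3.13). *EMWEY_00009150* was at 3820 TPM in APU-1 at T48 (log2 FC 2.99), after 15365 TPM at T36. *EMWEY_00001470*, of unknown function, was at 13885 TPM in APU-1 at T48 (log2 FC 1.91), and with limma on 3 flasks the difference passed as well (log2 FC 2.47, SE 0.81, adjusted p = 0.049). The apical membrane antigen 1 gene *EMWEY_00010920* was at 243 and 1068 TPM at T48. Of the 780 genes higher in APU-2 at T48, 211 were over 100 TPM and 27 over 1000 TPM in that strain.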

Genes *EMWEY_00009150* and *EMWEY_00016000* were very highly expressed (>18,000 TPM) at T48. Several of these genes (and others with >2000 TPM) had multiple GO terms, including *EMWEY_00016120* (protein phosphorylation, kinase activity, ATP binding), *EMWEY_00017740* (transcription, nucleus, transcription regulation), *EMWEY_00023060* (encoding a serine protease inhibitor with terms pertaining to endopeptidases, regulation of endopeptidase activity), and *EMWEY_00031210* (encoding Hsp20 with terms pertaining to stress response, protein folding). Genes *EMWEY_00005600* and *EMWEY_00008410* (encoding an aldo/keto reductase family oxidoreductase) were the only genes with >2000 TPM at T48 with associated KEGG pathways: propanoate, inositol phosphate, amino acid metabolism, and sugar and other molecule catabolism, respectively. Generally, the highest DEGs in APU-2 had low expression but *EMWEY_00030150* (hypothetical protein) was ~3-fold log_2_ more highly expressed vs. APU-1 (and upregulated) with ~3700 TPM (no GO terms or KEGG pathways identified, however). We could identify *E. acervulina* homologs for almost all the genes with >2000 TPM but they were mostly on the low spectrum of expression. However, *EAH_00010650* (Hsp20, homolog of *EMWEY_00031210*) did reach >1000 TPM at T24 and was significantly differentially expressed vs. immature oocysts. Again, finding a clear association for genes underlying the time point expression between species seems challenging.

### 3.7. RNA-Seq Revealed Markers That Demarcate Strain-Specific Immature and Mature E. maxima Oocysts

We wished to find markers of immature and mature *E. maxima* oocysts, as we previously reported in *E. acervulina*. When comparing the overall differential expression (the log_2_ ratio between strains without cutoffs) of time points T36 andT0 between strains, there was a high correlation of DEGs (*r* = 0.90). 

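*EMWEY_00008040*, the SAG gene, had a log2 FC of 12.54 from T0 to T36 in APU-1 and 10.93 in APU-2, and *EMWEY_00024360*, a deacetylase of the first steps of making the GPI anchor that holds SAGs, had -3.45 and -3.90. Over 4562 genes compared in both strains the *r* of these changes was 0.923. Both were above 0 for 2025 genes and both below 0 for 1709, while 481 genes were above 0 in APU-2 only and 347 in APU-1 only. The sign of a small change depends on the scaling: with TPM as deposited the 4 counts were 1508, 2506, 403 and 144. Only 3 genes were past the threshold in opposite directions.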

Most genes underwent parallel expression changes in each strain: 2317 were upregulated and 2522 downregulated in each (upper-right or lower-left quadrants of Figure 6). Far fewer transcripts fall far from the origin in the upper-left (*n* = 740) or lower-right (*n* = 403) quadrants in Figure 6 (undergoing contrasting directions in temporal expression). Concurrent changes generally were of similar magnitude, but differences in the extent of temporal variation may be related to developmental differences between strains.

Generally low baseline expression prevented some genes, exhibiting large fold-changes in expression, from demonstrating statistical significance. Exceptions may signify strain-specific markers of immature or mature oocysts. 

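*EMWEY_00000690*, encoding a hypothetical protein, was lower at T36 than at T0 with limma on 3 flasks in APU-1 (log2 FC -1.76, SE 0.04, adjusted p = 1.0e-08) and in APU-2 (log2 FC -1.65, SE 0.17, adjusted p = 4.4e-04). *EMWEY_00001470* was higher in both (log2 FC 14.34, SE 0.35, adjusted p = 1.5e-08 in APU-1, and log2 FC 13.02, SE 0.85, adjusted p = 8.9e-05 in APU-2). The DHHC protein gene *EMWEY_00000500* was higher in APU-1 (log2 FC 1.62, SE 0.10, adjusted p = 2.7e-06) and short of the test in APU-2 (log2 FC 0.82, SE 0.28, adjusted p = 0.055). By the fold threshold alone, 1912 of 4597 genes were counted in APU-1 (1082 higher, 830 lower) and 1938 of 4658 in APU-2 (1344 and 594). With TPM as deposited these were 902 and 1155 in APU-1, and 1137 and 972 in APU-2, so the balance of higher and lower genes depends on the scaling. Of 285 and 286 genes tested with limma on flasks, 100 passed in APU-1 (76 higher) and 95 in APU-2 (79 higher), of 101 and 105 past the fold threshold. With limma over all times and both strains, 1195 of 4766 genes were higher and 682 lower at T36 (1021 and 1015 with TPM as deposited). This last test has 1 mean per strain at each time and uses no replicates.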

Table 1 shows 2440 significantly DEGs between T36 and T0 in APU-1 and 2499 DEGs in APU-2 using our thresholds. Of these, 1871 DEGs were shared between strains. 

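*EMWEY_00017880*, which encodes microneme protein 3, had log2 FCs of 8.64 and 6.59 from T0 to T36 in APU-1 and APU-2, and *EMWEY_00014920*, the myosin light chain gene, of 9.59 and 9.53. Of 1897 genes past the threshold in APU-1 and 1885 in APU-2 among those compared in both, 1468 were past it in the same direction in both, 999 higher and 469 lower at T36. If the lists were unrelated, 305 higher and 106 lower genes would be shared. The *r* of the changes of these shared genes was 0.966. Genes counted in 1 strain only mostly moved alike in the other: the 429 genes of APU-1 had a median change of 2.11 there and 0.88 in APU-2, and the 417 genes of APU-2 had 0.95 in APU-1.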

The log_2_ FC of these 1871 DEGs correlated highly (*r* = 0.96), reinforcing the conclusion that genes in strains undergo similar directional changes in their temporal expression.

We further examined genes undergoing differential expression in each strain at hours 0 and 36, starting with genes *not shared* by the pair of strains (569 DEGs for APU-1; 628 for APU-2). Of these, strong expression (>1000 TPM) at either hour 0 or 36 characterized 23 genes in APU-1 and four in APU-2 at hour 0 (Table S13). At hour 36, strong expression characterized 19 genes in APU-1 and 2 in APU-2 (Table S14).

Among the 23 high expression DEGs only in APU-1, most (16 = 69.6%) were downregulated at T0 (ranged −2.4–4.1 log_2_ FC). However, many of these genes contributed to high TPM at both hours 0 and 36 and were constitutively expressed in both strains (Table S6), as well as in *E. acervulina*. One of the 23 genes (*EMWEY_00053520*, hypothetical protein) had a homolog in *E. acervulina* (*EAH_00034940*) that we previously identified as an upregulated immature oocyst biomarker (~2-fold log_2_ higher expressed in its immature oocysts). The seven remaining APU-1 DEGs were upregulated and not constitutively expressed. 

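*EMWEY_00052020* encodes an X-Pro dipeptidyl-peptidase domain protein, of a kind that cuts pairs of amino acids off proteins. It was at 1320 TPM at T0 and 51.6 at T36 in APU-1, and at 430 and 144 TPM in APU-2, with log2 FCs of -4.14 and -1.05. The 2 changes differ by 3.08 log2, and in APU-2 it was higher at T6 (680 TPM) and T12 (598 TPM) than at T0. *EMWEY_00053520*, of unknown function, had log2 FCs of -2.29 and -0.65, with 5013 and 3386 TPM at T0. In all, 713 genes had a change that differed past the threshold between strains, 629 of them with the more positive change in APU-2, where replicate C at T0 was unlike the others. Among 292 genes of the copy of Table S3, 39 did so on size and 3 passed with limma on flasks (none with flasks taken as blocks).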

One gene may serve as an especially suitable marker of immature oocysts of APU-1 because its initial expression level was >4 log_2_ fold higher than its expression at hour 36 (*EMWEY_00052020,* an X-Pro dipeptidyl-peptidase domain-containing protein). Conversely, three genes specific to APU-2 underwent upregulation from hour 0 to hour 36, whereas one underwent downregulation. Their expression at T36 ranged from 1000 to 3000 TPM (lower than the APU-1 genes) and their log_2_ FC ranged from −2.3 to 2.13. All the genes were annotated but were not constitutively expressed. None were like the genes previously identified in immature oocysts of *E. acervulina*. These genes may identify immature oocysts of APU-2.

The same analysis for genes with >1000 TPM at T36 (DEGs vs. T0) in each strain identified 18 genes in APU-1 and 2 in APU-2 (Table S14). For APU-1, almost all were the same as the shared constitutively expressed genes (plus *EMWEY_00006520* and *EMWEY_00036760*, Table S14), owing to their high expression at both T0 and T36. 

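*EMWEY_00036760*, calmodulin (the calcium sensor that acts on many enzymes), was at 646 TPM at T0 and 1323 at T36 in APU-1, and at 1233 and 1988 in APU-2, with log2 FCs of 1.57 and 1.21. *EMWEY_00006520* was at 164 TPM at T0 in APU-1 and 212 in APU-2. Its log2 FC from T0 to T36 was 3.66 in APU-1 and 1.83 in APU-2, so it was past the threshold in both strains here, while calmodulin was past it in APU-1 only.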

Notably, *EMWEY_00006520* was expressed to an even greater extent in APU-1 than in APU-2 (log_2_ FC = 3.7). It was a DEG we identified between strains at T36 (Table S11) and appeared unique to that time point (not differentially expressed at 48 h, Table S12). Its higher expression vs. APU-2 at T36 (and T0 in APU-1) makes it an especially promising marker for mature APU-1 oocysts. Its homolog (*EAH_00010210*) was not differentially expressed in mature oocysts of *E. acervulina,* unlike *EMWEY_00036760*, which was differentially expressed in mature oocysts, as was its homolog in *E. acervulina* (*EAH_00022470*; >3.7 log_2_ FC in mature vs. immature oocysts but not a mature oocyst biomarker). In strain APU-2, one of the two genes identified (*EMWEY_00034320*) was also highly expressed at T0 (Table S13). This gene, while >2-fold log_2_ differentially expressed at T36, was also constitutively expressed in each strain. 

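*EMWEY_00034320*, the profilin gene, was at 4030 TPM at T0 and 5552 at T36 in APU-1, and was 12919 at T36 in APU-2. Its log2 FC from T0 to T36 was 1.00 in APU-1 and 2.58 in APU-2. The difference between the changes was 1.58. At T48 the strains were closer, with 8263 TPM in APU-1 and 9932 in APU-2 (log2 FC 0.39).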

Its homolog was previously identified as a mature oocyst biomarker in *E. acervulina* (*EAH_00057690*; >3-fold log_2_ upregulated). Therefore, this gene could be used to distinguish *E. maxima* APU-2 *mature* oocysts from immature oocysts, but its utility for other purposes may be limited.

### 3.8. Markers of Immaturity and Maturity Shared by Both Strains of Eimeria maxima

#### 3.8.1. Immature Oocysts

We then identified genes that demarcated markers of immaturity and maturity common to each strain. Given the strong temporal similarities in gene expression in the two strains, we sought to summarize which genes especially characterized either immature or mature oocysts of *Eimeria maxima.* To this end, we examined the 1871 significantly DEGs which contributed >1000 TPM at either hour 0 or 36 in each.

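Genes of DNA replication were in many cases lower at T36 than at T0: of 35, 17 were lower and 1 was higher with limma over both strains (median log2 FC -1.25, adjusted p = 0.0020 for the list from camera in limma at an inter-gene correlation of 0.01). At a correlation of 0.05 the camera adjusted p of this list was 0.070, and with the correlation estimated it was 0.57, so the call of the list is lost. Of 56 ribosomal protein genes 16 were lower and 3 higher (-0.53, camera adjusted p = 0.0030), and of 18 proteasome genes 7 were lower and 2 higher (-0.97, camera adjusted p = 0.015). These 2 calls are lost as well, with a camera adjusted p of 0.11 and 0.096 at 0.05, and of 0.60 for both with the correlation estimated. Single genes over 1000 TPM at T0 were *EMWEY_00041160*, of unknown function (6441 and 4380 TPM at T0; log2 FC -3.83, SE 0.59, adjusted p = 3.3e-04, limma), the GPI deacetylase gene *EMWEY_00024360* (1237 and 1572 TPM; log2 FC -3.68, SE 0.40, adjusted p = 3.0e-05, limma), and *EMWEY_00043880* (log2 FC -2.44, SE 0.39, adjusted p = 4.1e-04, limma). In all, 9 genes were lower at T36 with limma and over 1000 TPM at T0 in both strains. Splicing had 9 lower and 3 higher of 28, DNA repair 3 and none of 16, translation initiation 7 and 3 of 21, and none of these lists was called as a whole. Nor were aminoacyl-tRNA synthetases (4 higher, 4 lower of 26), RNA helicases (5 and 5 of 27), the tricarboxylic acid cycle (1 and 2 of 12), the respiratory chain with ATP synthase (2 and 2 of 10), or genes of chromosome segregation (4 and none of 19).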

Only 13 of 1871 genes meeting these criteria were overexpressed (most >~2-fold log_2_) at hour 0 (Table 5). Four of these 13 were identified as constitutively expressedabove (*EMWEY_00025290, EMWEY_00029600, EMWEY_00045300, EMWEY_00057080*). Over half of the 13 genes encode hypothetical proteins; the others encode enzymes. For example, *EMWEY_00060390* (encoding phosphoserine aminotransferase) was expressed >7-fold log_2_ higher at T0 than at T36. 

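*EMWEY_00060390*, whose product makes phosphoserine on the way to serine, was at 2009 TPM at T0 and 10.1 at T36 in APU-1, and at 1253 and 18.4 TPM in APU-2. Its log2 FC was -7.09 in APU-1 and -5.56 in APU-2, and over both -6.33 (SE 0.89, adjusted p = 1.8e-04 from limma). Most of the fall came early, to 475 and 467 TPM at T6 and 101 and 50.7 at T12.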

Another gene, *EMWEY_00056350* (encoding subtilase) is homologous to a subtilase (*EAH_00048170*) we identified as upregulated in T0 oocysts in *E. acervulina.* Thus, this gene appears to strongly demarcate immature oocysts of both *E. acervulina* and *E. maxima.* None of the other genes matched a homolog in *E. acervulina* that contributed >1000 TPM and was differentially expressed in immature oocysts.

Except for one of the hypothetical protein-encoding genes (*EMWEY_00051470*), Blast2GO did not identify any informative hits from other Apicomplexa species (Table S15). A total of 90 GO terms were identified for all genes and many were associated with the downregulated genes *EMWEY_00045300* (encoding MAP3K epsilon protein kinase) and *EMWEY_00025290* (isoleucyl-tRNA synthetase-related, related to CDS). *EMWEY_00060390* (phosphoserine aminotransferase), which exhibited elevated differential expression in both strains, was upregulated with at least ~5.7 log_2_ FC in *E. maxima* T0 oocysts. The associated GO terms pertained to serine and lysine biosynthesis.

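The T36 level of *EMWEY_00057080* was far below that at T0 in both strains, with log2 FCs of -2.70 in APU-1 and -1.69 in APU-2 (over both log2 FC -2.20, SE 0.39, adjusted p = 7.7e-04, limma). *EMWEY_00025290*, described as related to an isoleucyl-tRNA synthetase (the enzyme that loads isoleucine on its tRNA), was at 5217 and 4364 TPM at T36 (over both log2 FC -2.17, SE 0.39, adjusted p = 8.5e-04, limma). In APU-1 both had a second peak at T12, at 59204 TPM for the first and 47676 for the second. In APU-2 both were highest at T12, at 38846 and 29314 TPM.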

The gene with the highest TPM at T0 in each strain (>26,000 TPM and at least ~1.9 log_2_ FC expressed vs. T36 oocysts) was *EMWEY_00057080* (a constitutively expressed gene described above). This was associated with the GO terms histone methylation and metal ion binding. *EMWEY_00004950* was upregulated >3-fold (log_2_) and encodes a hypothetical protein. It was associated with one GO term: hydrolase activity. *EMWEY_00018810* was ~3-fold log_2_ differentially expressed and associated with terms regarding mRNA processing and proteolysis.

*EMWEY_00051470* encodes a hypothetical protein that was expressed in immature oocysts ~5-fold log_2_ more than in each strain at hour 0. It resembles a wax ester synthase/acyl coenzyme A (acyl-CoA): diacylglycerol acyltransferase (WS/DGAT) with monoacylglycerol acyltransferase (MGAT) activity in *Cystoisospora suis*, associated with the GO terms O-acyltransferase activity and membrane. 

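*EMWEY_00051470* was at 1974 TPM at T0 in APU-1 and 1433 in APU-2, and at 271 and 205 by T6. Its log2 FC from T0 to T36 was -5.49 in APU-1 and -4.36 in APU-2 (over both log2 FC -4.92, SE 0.83, adjusted p = 6.1e-04, limma). *EMWEY_00004950*, also of unknown function, was at 1415 and 1191 TPM at T0 (over both log2 FC -3.55, SE 0.39, adjusted p = 3.1e-05, limma).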

Four genes were associated with KEGG pathways: *EMWEY_00024360* (glycosylphosphatidylinositol (GPI)-anchor biosynthesis, purine metabolism), *EMWEY_00025290* (terpenoid backbone biosynthesis), *EMWEY_00045300* (human immunodeficiency virus 1 infection), and *EMWEY_00060390* (multiple amino acid, methane, and vitamin B6 metabolism).

#### 3.8.2. Mature Oocysts

We identified 32 significantly DEGs shared by strains at hour 36 when compared to initial conditions. Some of these achieved >14 log_2_ FC and contributed >10,000 TPM at hour 36. 

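*EMWEY_00001470*, of unknown function, was at 1.19 TPM at T0 and 16790 at T36 in APU-1 (log2 FC 14.15), and at 6.93 TPM at T0 in APU-2 (log2 FC 12.40). The SAG gene *EMWEY_00008040* was at 13380 and 11294 TPM at T36 (over both log2 FC 11.73, SE 0.49, adjusted p = 5.9e-08, limma). *EMWEY_00010520*, encoding a hypothetical protein, was at 0.427 and 0.653 TPM at T0 and 1305 and 2143 at T36 (over both log2 FC 11.78, SE 0.30, adjusted p = 6.1e-09, limma). Changes of this size rest on a T0 level near 0, and the 0.1 TPM that was added limits them. In all, 27 genes were higher at T36 with limma and over 1000 TPM at T36 in both strains.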

Interestingly, four genes were expressed strongly at both hours 0 and 36 (italicized in Table 5). The temporal directionality of expression differed. These four genes were highly constitutively expressed throughout sporulation.

Annotation beyond “hypothetical protein” was lacking for most of these 32 genes, including some exhibiting the highest temporal change in expression and contributing the most TPM. Blast2GO did find annotated homologs in some other Apicomplexans for some of these genes: 10/22 genes annotated as encoding hypothetical proteins had a more informative match (bolded in Table S15). These were transmembrane proteins, microneme proteins, as well as some others. *EMWEY_00009150* (expressed >15,000 TPM in both strains and >10-fold log_2_ more at T36 than T0) was the highest expressed hypothetical protein-encoding gene that had a more informative BLAST hit (matched to *T. gondii* family D protein). This gene was also identified as a DEG differentiating strains at T48 vs. T36 (Table S12A,B). 

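*EMWEY_00009150* was at 0.673 TPM at T0 in APU-1 and 6.09 in APU-2, and at 18147 TPM at T36 in APU-2. Its log2 FC was 14.72 in APU-1 and 12.02 in APU-2 (over both log2 FC 13.37, SE 0.71, adjusted p = 2.1e-07, limma). It was already at 412 and 580 TPM at T12, and at 5052 TPM in APU-1 at T24.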

Sometimes, when a better annotation was identified, the best match (by BLAST e-value) was from *E. maxima*: these were for microneme proteins.

Overall, multiple clusters of genes were found, such as SAGs and micronemes. 

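Most SAG genes were higher at T36 than at T0, and so were most genes of micronemes and rhoptries, both secretory organelles of invasion. Of 36 SAG genes 30 were higher and none lower at T36 than at T0 with limma over both strains (median log2 FC 4.79, adjusted p = 2.8e-19 from camera with an inter-gene correlation of 0.01). Of 9 microneme genes 8 were higher and none lower (7.62, camera adjusted p = 7.7e-10), and of 7 rhoptry genes 5 and none (3.75, camera adjusted p = 0.020). Camera called 6 of 29 lists in this way, 2 with an inter-gene correlation of 0.05 or 0.1 and none with the correlation estimated from the 14 means, where every adjusted p for these 3 lists was 0.56 or more. *EMWEY_00017610* (log2 FC 10.13, SE 0.50, adjusted p = 1.4e-07), *EMWEY_00036540* (log2 FC 8.86, SE 0.50, adjusted p = 3.1e-07), *EMWEY_00051350* (log2 FC 7.65, SE 0.53, adjusted p = 1.1e-06) and *EMWEY_00017880* (log2 FC 7.62, SE 0.37, adjusted p = 1.3e-07), all from limma, encode microneme proteins. The median SAG gene was at a log2 FC of 1.64 at T6, 4.17 at T18 and 3.87 at T48 against T0 in APU-1, and of 2.32, 4.96 and 4.82 in APU-2. For microneme genes it was 2.70, 5.92 and 6.18 in APU-1, and 1.87, 5.72 and 6.14 in APU-2. Of other lists, the inner membrane complex had 2 of 3 genes higher (5.56), oocyst wall and gametocyte antigens 2 of 4 (1.33), cyclophilins and other peptidyl-prolyl isomerases 3 of 8 with 1 lower, redox enzymes 3 of 13 with 2 lower, histones 1 of 4, calcium-dependent kinases 4 of 14 with 1 lower, and subtilases and rhomboids 3 of 10 with 2 lower. Glycolysis had 4 higher and 1 lower of 14, amylopectin and mannitol 3 and 2 of 11, chaperones 10 and 7 of 50, ubiquitin conjugation 10 and 7 of 42, and lipid synthesis and transfer 4 and 7 of 33. The 1 gene described as an AP2 transcription factor did not pass, and no gene was described as a merozoite or schizont antigen. From the genes higher at T36, the paper proposes markers of mature oocysts.

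**Figure D2:**
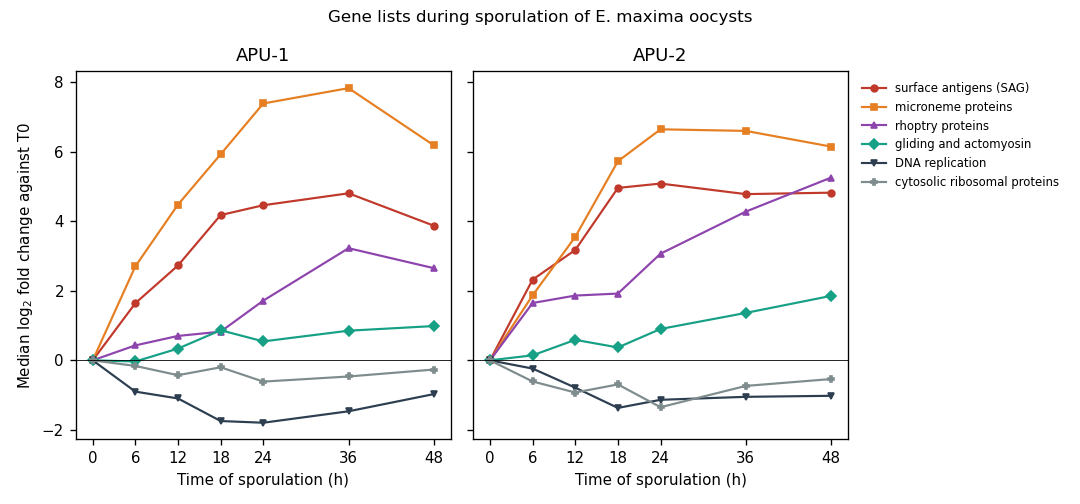
Median log2 FC against T0 of the genes of 6 lists at each time in APU-1 and APU-2. Each value comes from the authors' group means, scaled between samples.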

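Of 21 gliding and actomyosin genes, 9 were higher and 2 lower at T36 than at T0 with limma over both strains (median log2 FC 1.08), and of 32 tubulin, kinesin, dynein and flagellar genes 7 were higher and 5 lower. *EMWEY_00014920*, whose product anchors myosin A in the gliding motor, was at 3.38 and 4.21 TPM at T0 and at 1880 and 2252 at T36 (log2 FC 9.56, SE 0.36, adjusted p = 4.1e-08, limma). The apical membrane antigen 1 gene *EMWEY_00010920* was at 328 and 714 TPM at T36 (log2 FC 10.99, SE 0.52, adjusted p = 1.1e-07, limma). *EMWEY_00029600* (oocyst wall) was higher at T36 too (log2 FC 2.39, SE 0.24, adjusted p = 1.7e-05, limma), as was the kinase gene *EMWEY_00045300* (log2 FC 2.25, SE 0.22, adjusted p = 1.4e-05, limma).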

Along with a myosin protein, these types of protein-encoding genes were also identified in mature *E. acervulina* oocysts in our previous work. In fact, one-third (11/32 genes) bore strong homology to genes in *E. acervulina* previously identified as significantly differentially expressed biomarkers in mature oocysts (red in Table S15). Thus, these 11 genes appear to represent especially important markers of maturity in the genus. Six other genes with this expression profile did not identifiably resemble a homolog in *E. acervulina,* seemingly representing markers of maturity in *E. maxima*.

For the 32 genes overexpressed at hour 36 in each strain of *E. maxima*, ~100 total GO terms were identified. Most of the GO terms were assigned to a few genes, such as *EMWEY_00025290* and *EMWEY_00045300.* Some genes undergoing strong upregulation at hour 36 had no associated GO terms or simply “membrane”, but a few such as *EMWEY_00014920*, *EMWEY_00017740*, *EMWEY_00029270*, and *EMWEY_00036540* had multiple terms and at least >8 fold log_2_ higher expression than T0 in both strains. Genes *EMWEY_00017740* and *EMWEY_00029270* were originally annotated to encode hypothetical proteins; Blast2GO found that the latter resembled a microneme protein in *E. maxima*. The only genes with associated KEGG pathways were the two in common (*EMWEY_00025290, EMWEY_00045300*, although upregulated in mature oocysts) with the T0 genes.

### 3.9. RT-qPCR-Validated RNA-Seq Data

To validate the estimates of gene expression from RNA-Seq, we selected three genes for confirmatory analysis using RT-qPCR. Three time points during sporulation were analyzed that captured expression at immature (T0), intermediate (T18), and mature (T36) stages of oocyst development. Two targeted genes were highly constitutively expressed with >1000 TPM at each time point (*EMWEY_0006260*, *EMWEY_00042090*, Table S6) in each strain. Another gene, *EMWEY_00005470*, was ~3-fold log_2_ more expressed overall in APU-2 than in APU-1 with a greater expression vs. APU-1 at multiple time points (Table 2 and Table 4). We used these assays to compare the expression at hours 18 and 36 with expression at hour 0, our baseline. For these three genes, we compared log_2_ expression as estimated using RNA-Seq and RT-qPCR. As shown in Figure 7A, the expression levels of individual genes determined using RT-qPCR were consistent with those obtained using RNA-Seq.

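The genes measured by RT-qPCR cover a SAG gene and 2 genes that are high throughout. For *EMWEY_00005470* the RNA-Seq log2 FC against T0 was 6.93 at T18 and 9.91 at T36 in APU-1, and 9.99 and 11.86 in APU-2. Relative to the beta tubulin gene *EMWEY_00043250*, for which Table S1 lists primers, it was 6.77, 9.81, 9.48 and 11.81. Relative to *EMWEY_00042350*, which the paper's methods name as the reference, it was 10.87, 13.83, 13.17 and 13.23, and which gene was used is not settled here. For the cation-transporting ATPase gene *EMWEY_00006260* the same 4 values were 3.35, 1.58, 2.94 and 0.84, and relative to tubulin 2.94, 1.24, 2.35 and 0.71, or 7.04, 5.25, 6.05 and 2.13 relative to *EMWEY_00042350*. For *EMWEY_00042090*, of unknown function, they were 3.95, 1.97, 2.78 and 0.81, and relative to tubulin 3.55, 1.63, 2.20 and 0.69, or 7.65, 5.65, 5.89 and 2.10 relative to *EMWEY_00042350*. *EMWEY_00043250* itself was near level, with log2 FCs of 0.40 and 0.34 in APU-1 and 0.59 and 0.12 in APU-2. The RT-qPCR values were not used here.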

As another measure to show qPCR-validated RNA-Seq as a method to investigate dynamic gene expression, data for the two methods (all three genes and time points, both strains) were correlated. These data correlated at a very high level (*r* = 0.996, Figure 7B) and the results are in line with our previous work studying expression during *E. acervulina* sporulation [37]. RT-qPCR accurately validates RNA-Seq expression according to various metrics.

## 4. Discussion

Coccidian infections cause enteric disease in wildlife, livestock, and people. Vaccines that incorporate multiple *Eimeria* species, and sometimes multiple strains of a single species, remain important to effective coccidiosis control programs, but success varies in part owing to the nuances of immunogenicity, strain variation, and fecundity, which impact treatment specificity and dosing [48,49]. *Eimeria maxima* can severely disrupt gut nutrient absorption, predisposing birds to microbial colonization and leading to serious complications (such as NE derived from superinfections with *Clostridium perfringens*) [7]. Diversity among strains of *E. maxima* complicates vaccination efforts because infection by one strain may provide little or no cross-protection against other strains [9,13,14,16,18,21,24,50].

Data from *Eimeria* provide important value for understanding concomitant processes in related parasites, such as *Cyclospora,* which compromises produce safety and causes human enteric disease. Unlike *Eimeria,* it is challenging to obtain large numbers of *Cyclospora* oocysts and difficult to achieve, much less study, their sporulation. We are unaware of studies characterizing transcriptomic changes in *Cyclospora* during sporulation (as we have undertaken here for *E. maxima*) or senescence, despite the value such studies might provide in risk assessment or risk reduction. Although we are beginning to appreciate the existence of genetic distinctions among *Cyclospora* isolates infecting humans, no data yet exist concerning differences in their gene expression or progression to the fully sporulated state.

To understand variation in *E. maxima*, researchers have characterized phenotypically different strains in terms of expressed antigens, omics, sporulation dynamics, pathogenesis/development in vivo, and fecundity [18,21,22,24,25,26,28,51,52]. Our previous work with two strains of *E. maxima* ([18,20]) showed that the APU-1 strain is more pathogenic than APU-2, exhibiting greater fecundity and host cell invasion. Here, we questioned whether differences in oocyst development might contribute to these differences. To this end, we built upon our previous work [37], which identified highly expressed genes in *E. acervulina* expressed throughout sporulation or most especially in mature or immature oocysts.

In this study, we found that *E. maxima* strains are similar in many respects, but some differences may underlie virulence phenotypes. We identified highly expressed genes throughout sporulation shared by both strains that have similarity to *E. acervulina* and other coccidia. Differential expression analysis between strains throughout sporulation identified potential markers of dissimilarity. Strains correlated highly at hour 36 but diverged at hour 48, and putative genes important to each time point were identified. In addition, we examined genes that may be specific to immature and mature oocysts of each strain, as well as genes that are shared by immature and mature oocysts in strains.

*E. maxima* oocysts highly express many genes throughout sporulation that are also expressed throughout the sporulation of *E. acervulina.* These include genes such as ATPases (cation-transporting), a zinc finger DHHC-containing protein, an oocyst wall protein, certain genes annotated to encode hypothetical proteins, and many modestly expressed genes that encode housekeeping functions (e.g., aquaporin, actin). The maximum mean expression of the constitutively expressed *E. maxima* genes occurred during hours 12 and 18 of sporulation, but their homologs in *E. acervulina* experienced peak expression at 4 h during sporulation. It is interesting that the latter species may have earlier expression during development, or perhaps sporulation is equivalent as *E. maxima* has a longer sporulation period. Genes important to sporulation in *E. tenella* were also reported to be expressed early during oocyst development (0–8 h) [36]. Therefore, critical processes to sporogony are activated early in multiple species of *Eimeria*. Further studies may be required to dissect what processes regulate the rate of development in each species. Some genes strongly expressed in *E. maxima* were not strongly expressed in *E. acervulina,* providing a basis to interrogate the elaboration of species-specific developmental determinants. One such gene (*EMWEY_00024920*) has GO terms pertaining to RNA and myosin dephosphorylation, metal ion binding, nucleus, and is associated with Programmed Death Ligand (PD-L1) expression and the PD-1 checkpoint pathway in cancer. Interestingly, its homolog in *E. acervulina* (*EAH_00006770*) was one we did not find to be constitutively expressed in that species; it was instead highly differentially expressed in immature vs. mature oocysts [37]. Three genes constitutively expressed in *E. maxima* have no homologs identified in *E. acervulina,* and the strongest expressed (*EMWEY_00057080*) encodes a hypothetical protein related to histone methylation and metal ion binding. This could be interesting to follow up further as an *E. maxima* viability gene.

We identified biomarkers capable of differentiating immature from mature *E. maxima*, among them many constitutively expressed genes. Relatively few of these demarcated strain APU-1 (and even fewer demarcated APU-2). Genes in immature APU-1 oocysts were largely downregulated, but several cell cycle kinase-encoding genes were upregulated. One upregulated gene (*EMWEY_00053520*) was homologous to an *E. acervulina* immature oocyst biomarker we previously identified. Another, *EMWEY_00052020* (encodes X-Pro-dipeptidyl-peptidase-domain containing protein), had the highest differential expression vs. APU-2 and may be a marker of APU-1 immature oocysts. Genes unique to mature APU-1 oocysts mostly comprised the constitutively expressed genes discussed above. However, *EMWEY_00006520* (encoding a protein similar to DNA-damage-inducible protein P from *E. coli*) was remarkable as the highest DEG compared to immature oocysts, yet it was not significantly differentially expressed in *E. acervulina* mature oocysts. *EMWEY_00036760* (encodes calmodulin) had a homolog in *E. acervulina* (*EAH_00022470)* that was highly differentially expressed in mature vs. immature oocysts of that species, however. For APU-2, the upregulated genes in immature oocysts included a group (ubiquitin, 40S ribosomal protein, ATP synthase beta chain) that may be important for oocyst developmental processes (respiration, protein synthesis). Genes important to mature APU-2 oocysts consisted of *EMWEY_00026670* and *EMWEY_00034320*, which encode an acid phosphatase and profilin protein, respectively. *EMWEY_00034320*, while also constitutively expressed in each strain, had a homolog in *E. acervulina* that was significantly differentially expressed in mature vs. immature oocysts. Therefore, it may represent a marker of APU-2 oocysts, but it can be used as a potential viability gene marker as well. Profilins bind actin, along with myosins, formins, and adhesins; they are part of the cellular apicomplexan glideosome essential for host cell invasion [53,54,55]. We previously identified types of glideosomal proteins as important in *E. acervulina* mature oocysts [37], and they likely serve similar functions in *E. maxima.*

Additionally, we examined the DEGs that demarcated immature and mature oocysts of *both* strains. Immature oocysts were associated with some constitutively expressed genes (*EMWEY_00025290* and *EMWEY_00057080* appeared especially high at time 0) and other enzymes such as phosphoserine aminotransfersase and subtilase. Certain highly expressed subtilases may demarcate immature oocysts, as the one identified in *E. maxima* (*EMWEY_00056350*) is homologous to a highly expressed subtilase in *E. acervulina* (*EAH_00048170*) that was significantly differentially expressed vs. mature oocysts. In general, GO terms and KEGG pathways identified may define functions particularly important at the inception of sporulation, such as GPI-anchor biosynthesis, histone methylation, and mRNA processing and proteolysis. A larger group of genes was identified in mature *E. maxima* oocysts. Several of these genes had exceptional fold changes compared to immature oocysts. While some of these genes were constitutively expressed throughout sporulation, we identified groups of genes that previously appeared to be gene markers of maturity in *E. acervulina* [37]. These included genes encoding SAGs, transmembrane proteins, microneme proteins, and myosin. In addition to our previous work, the work of others has shown the importance of these types of encoding genes to different stages of *Eimeria* spp. [26,28,35,51,56,57], including characteristic expression in sporulating oocysts or sporozoites.

We also identified genes that may characterize either strain, throughout sporulation and also at specific intervals. We found that the DEGs identified in our overall analysis were also differentially expressed at particular time points, such as hour 36 (when the transcription between two strains correlated highly). Throughout sporulation, a relatively small number of DEGs (~20 of over 6000 annotated genes) distinguished the strains according to our selection criteria. Genes upregulated in APU-1 mostly encoded hypothetical proteins, but one (*EMWEY_00023530)* encodes the 18kDa cyclophilin A. Cyclophilins catalyze protein isomerization and are involved in proper protein folding; they are critical for pathogen infection [58]. There are multiple cyclophilin families in apicomplexans and these may have roles in RNA processing and act as chaperones [59,60]. Cyclophilin A is a receptor for the immunosuppressive drug cyclosporin A, which inhibits infection or replication of many apicomplexan parasites, including *P. falciparum*, *T. gondii*, and *Eimeria* spp. [60]. The increased differential expression of cyclosporin A in APU-1 vs. APU-2 indicates this critical protein is especially important in the development of the virulent strain, yet we cannot exactly attribute its function for virulence.

Some additional APU-1 DEGs were identified at hour 36 that differed from our overall analysis and may also be important for separating strains. *EMWEY_00006520* (aforementioned), *EMWEY_00017660* (splicing factor 3B subunit), and *EMWEY_00052370* (uroporphyrinogen decarboxylase) were on the borderline of differential expression but notable for their potential roles relating to development and DNA binding/damage repair, spliceosome assembly, and heme biosynthetic process, respectively. Additionally, genes annotated as encoding hypothetical proteins (*EMWEY_00002130*, *EMWEY_00005570,* and *EMWEY_00056530*) were upregulated >2-fold (log_2_) in APU-1 and associated with GO terms pertaining to DNA-binding/transcription and protein binding.

Genes significantly upregulated in APU-2 in our overall analysis had more functional annotations (although we could not glean much information for the most upregulated transcript, *EMWEY_0008090*). They were mostly associated with the GO term membrane, but genes *EMWEY_00036080* (thioredoxin), *EMWEY_00039050* (OTU-like cysteine protease domain-containing protein), and *EMWEY_00058460* each bear multiple terms pertaining to protein processes (e.g., -folding, deubiquination, export, binding, assembly). Thioredoxins (with roles in oxidative stress response) and OTU-like cysteine proteases (deubiquinating family enzymes) regulate cellular processes in apicomplexans and have key roles in cellular proliferation and apicoplast import [61,62,63,64]. *EMWEY_00058460* (encodes EF-1α) appeared especially interesting since it had >6 log_2_ FC, encompassed many of the GO terms, and had multiple linked KEGG pathways. EF-1α is a GTPase that transfers aminoacylated tRNAs to ribosomes during protein synthesis. In Apicomplexa, it is a reactive antigen expressed on the apical region of sporozoites, and it is important for invasion. It is currently being studied as a vaccine candidate in multiple Apicomplexan species, associated with robust anti-EF-1α responses [65,66,67,68]. In addition, multiple SAG genes were upregulated in APU-2, and these were different from those we found in common to mature *E. maxima* oocysts.

As with the APU-1 strain, some additional upregulated DEGs were identified at hour 36 in APU-2. Genes *EMWEY_00000860* (20 kDa cyclophilin)*, EMWEY_00011930* (heat shock protein)*, EMWEY_00052300* (NAC domain-containing protein), *EMWEY_00054680* (aspartate aminotransferase), and *EMWEY_00059760* (asparaginase) were notable for their higher differential expression and/or GO term annotations. These terms included protein isomerization/folding, response to misfolded proteins, translation, aspartate amino acid biosynthesis and pyridoxal phosphate binding, and asparaginase activity.

Taken together, two cyclophilin-encoding genes appear to be important during the development of APU-2 (upregulated and downregulated) and a heat shock protein was also upregulated in APU-2. This may reinforce the theme of proper protein folding and chaperone activity as especially important to the less virulent strain, perhaps temporally dependent. It appeared that amino acid metabolism was upregulated in APU-2 as well (more so at 36 h). Hypothetical proteins with expression on the borderline but with GO terms included *EMWEY_00017480* and *EMWEY_00056980*, whose GO terms pertained to regulation of transcription, nucleus, and membrane. These genes therefore appeared to have similar functionality important to multiple forms of transcriptional processes. Genes in both *E. maxima* strains at T36 generally had higher TPM at this time in *E. maxima* than their homologs in mature *E. acervulina* oocysts [37]. However, homologs of the hypothetical protein-encoding genes *EMWEY_00031340* and *EMWEY_00056980* (upregulated in APU-2) were expressed to a much greater extent in *E. acervulina*. In fact, the homologs of these two genes in *E. acervulina*, as well as *EMWEY_00011930*, were significantly differentially expressed in mature vs. immature oocysts [37], perhaps indicating important similarities in mature oocysts between species (we did not perform a cross-species differential expression analysis).

Based on transcription, the two strains agreed highly at hour 36 and then diverged considerably at 48 h. We therefore examined whether DEGs at the different time points may vary, accounting for some of the transcriptional divergence. We found ~65% DEGs between strains at hour 36 were also differentially expressed at hour 48. Most of these genes were expressed with <100 TPM in each strain. The higher expressed genes in APU-1 were those we identified above as differentially expressed. For example, *EMWEY_00006520* was upregulated in APU-1 when comparing strains at hour 36, and it was uniquely differentially expressed compared to immature oocysts. Therefore, it may be a promising marker of mature APU-1 oocysts. Interestingly, its lack of differential expression between strains at hour 48 may indicate it is less important after oocysts have sporulated. A greater number of DEGs at hour 48 were not identified at hour 36. These genes also experienced higher transcription and a greater range in differential expression. Strain APU-2 upregulated several genes highly at T48 compared to APU-1, such as hypothetical proteins with homology to membrane and serine-rich proteins in other species. In the genes particular to hours 36 and 48, some commonalities emerged. We found that at both time points, genes were annotated that encode DNA repair, stress response, helicases, subtilases, translation initiation factors, and ATPase subunits. Therefore, it appeared that common suites of certain proteins are important for mature oocysts in general. At hour 48, oocysts appear to differentially express unique genes such as those encoding adaptin, chromosome segregation proteins, DNA polymerases, microneme proteins, and SAGs, among others.

Notwithstanding their notable virulence differences, we found that the two strains of *E. maxima* nonetheless undergo decidedly similar transcriptional changes as they sporulate. During the first 12 h, contemporaneous measurements affirm strongly correlated transcriptomes. Then, the less virulent strain (APU-2) transiently outpaces the more virulent strain. During hours 18–24, microscopy indicated more sporulated APU-2 oocysts. These data affirmed that each strain reaches maximal sporulation by about 30 h, at which time their transcriptional profiles match especially closely. This echoes prior reports, from microscopy, tracking the timing of sporulation in *E. maxima* (Edgar, 1955; Norton and Chard, 1983). Interestingly, the transcriptional profiles thereafter begin to diverge, characterized by weaker correlation at 48 h, and more differentially expressed genes. Such divergence may prefigure or even contribute to what distinguishes each strain once it infects the next host. Thus, the genes identified as diverging in their expression by hour 48 deserve future examination for any functional role they may play in virulence differences among the strains.

Selection for early oocyst maturation can be accomplished via experimental passage through chickens, producing attenuated (less pathogenic) strains of *Eimeria* that are also faster to develop (precocious). In that light, it is interesting that the less pathogenic, naturally occurring strain studied here (APU-2) progressed though sporulation somewhat faster. Precocious *Eimeria* strains are less pathogenic and exhibit reduced fecundity but have high immunogenicity [12,69,70,71,72]. They exhibit a different life cycle (often with faster sporozoite invasion) compared to the parent or virulent wild-type strain, which likely accounts for their lower reproductive potential. Our findings indicate that APU-2, although naturally occurring, exhibits life history characteristics akin to those produced via artificial selection during experimental passage. Broader sampling would be needed to discern whether virulence differences broadly entail trade-offs with the pace of sporulation.

It is tempting to speculate on the involvement of the DEGs we have identified in relation to the virulence phenotypes of the *E. maxima* strains. Unfortunately, some of the more interesting genes often escaped functional characterization efforts, limiting our conclusions, and necessitating further work. Groups of genes in APU-2 may indicate the less virulent strain upregulates more developmental and sporozoite or invasion genes but some genes with similar functions (e.g., SAGs, micronemes, myosin, membrane proteins) were also found to be in common to strains at hour 36 or 48. SAG genes were differentially expressed in APU-2 oocysts with elevated expression at 36 h and different upregulated SAGs were shared by both strains. The relevance of higher expressed SAGs in one strain vs. another is unclear. Whether these contribute to differences in the rate of sporulation, or the degree of virulence expressed in the host, remains unclear. SAGs are principal surface antigens of invasive Apicomplexan stages, involved in pathogenicity, maturation, and other processes [38,73,74]. We found previously, using RNA-Seq, that SAGs were differentially expressed in mature vs. immature oocysts in *E. acervulina* [37]. Hu et al. (2018) reported that precocious, sporulated *E. maxima* oocysts upregulate translation initiation factors, transcription initiation factors, and organelle invasion proteins (SAGs, micronemes, calcium-dependent protein kinases, myosins) that could be used in invasion, proliferation, and division processes [28]. It appeared that sporulated oocysts of both the virulent and precocious strains exhibited highly transcribed organelle genes, however, which is consistent with oocyst sporulation (sporozoite differentiation, organelle emergence). Two gene expression studies in *E. tenella* by Matsubayashi et al. [56,57] found genes relating to glycolysis, TCA, and the pentose phosphate pathway were upregulated in sporulating oocysts of a virulent strain, whereas virulent sporozoites had upregulated carbohydrate metabolism and attachment genes. Also, secreted apical complex proteins, proteases, mitochondrial proteins, and transporters were strongly upregulated in virulent sporozoites, whereas the precocious strain has upregulated genes associated with cell survival, development, and proliferation. The authors theorized that perhaps the parent strains survive long before the invasion and invade actively/successfully into host cells, whereas proliferative processes influence precocity. Our work contrasts with this study in that virulent APU-1 did not exclusively express these types of molecules.

Considering prior studies, it is more difficult to ascribe other genes to certain other phenotypes. Dong et al. [25] reported that a precocious *E. maxima* strain (sporulated oocysts) upregulates (vs. a parental, virulent strain) a rhomboid family domain-containing protein (possibly for invasion, faster schizogonic development) and downregulates a serpin (serine protease inhibitor), a cation-transporting ATPase, heat-shock protein 70, and a transhydrogenase. In our studies, we found both *E. maxima* strains expressed a rhomboid family domain-containing protein, two cation-transporting ATPases, and a transhydrogenase consistently throughout sporulation (the *E. acervulina* homologs were also constitutively expressed in our previous RNA-Seq). While we noted a higher expression in mature vs. immature oocysts for these genes, our differential expression analysis found that one of the cation-transporting ATPases (*EMWEY_00006260*) and the transhydrogenase (*EMWEY_00011310*) were only upregulated in mature APU-1 oocysts. The downregulation of other genes may correspond to adaptive changes during acquisition of the precocious phenotype. The upregulation of the cation-transporting ATPase and a calmodulin in mature APU-1 oocysts may indicate the increased importance of calcium regulation in virulent strains. Apicomplexans employ a variety of calcium-modulating proteins for various roles such as motility and differentiation [75].

Hu et al. [28] also reported that some genes we described above (as constitutively expressed and more expressed in APU-1 *mature* oocysts) were upregulated in precocious vs. parental unsporulated oocysts. These included genes such as aspartyl protease, insulysin, a rhomboid family domain-containing protein, cation-transporting ATPase, a zinc finger DHHC domain-containing proteins, among others. In addition to that described above, we also found a zinc finger DHHC domain-containing protein (*EMWEY_00000500*), an insulysin (*EMWEY_00013380*), and aspartyl protease (*EMWEY_00013390)* were constitutively expressed in *E. maxima* strains. Again, these genes (except for *EMWEY_00013390*) were significantly upregulated in mature APU-1 oocysts. Interestingly, the constitutively expressed genes discussed here were not found to be differentially expressed in *E. acervulina* oocysts in our earlier data.

Addressing the animal health and food safety challenges posed by coccidian oocysts requires a global understanding of how oocysts mature. Despite their phenotypic differences, we found highly parallel development in two strains of *E. maxima* and that genes expressed through their sporulation largely parallel those expressed throughout sporulation in another species, *E. acervulina.* Constitutively expressed genes during sporulation have homologs in other types of coccidia, including *Cyclospora*. These data therefore contribute to broader inter-specific (and inter-generic) comparisons, bringing into focus what uniquely characterizes each species’ development and what processes generally mediate coccidian oocyst development. Thus, such data build a foundation to understand coccidian development *writ large*, which may find broad application in animal health and food safety. For example, transcripts enabling better assessment of *Eimeria* oocyst viability may help the produce industry verify that a given vaccine dose remains potent. Likewise, food safety professionals could better assess and manage risks if they could determine, in vitro, the viability of *Cyclospora* contaminating water or produce. To these ends, our work provides the first cross-species analysis of the degree of conservation among constitutively expressed genes throughout sporulation in any two species of coccidia.

By identifying genes important throughout sporulation of *E. maxima* and *E. acervulina*, or important at stages in their maturation, comparative transcriptomics now establishes testable hypotheses in other species, such as *Eimeria tenella* and *Cyclospora cayetanensis.* Genes elaborated to an especially great extent in mature oocysts also form a group that may prove important during subsequent developmental stages, particularly in sporozoites as they invade host cells and trophozoites replicating in the host. Such studies would need to discern, for such intracellular parasitic stages, transcriptional processes derived from both the parasite and the host cell. Furthermore, characterizing gene expression in maturing and senescing oocysts holds the promise of further improving the in vitro assessment of oocyst viability.

These data helpfully constrain targets for characterizing *Cyclospora* maturation. Precisely replicating this study might demand unachievably numerous and synchronized cohorts of *Cyclospora* (derived, as they are, not from experimental animals but rather from clinical patients). Nonetheless, advances in single-cell transcriptomics might enable the evaluation of sparser RNA templates, enabling empirical evaluation of the predictive value of surrogate data in understanding, and better managing, the risks such organisms pose to human health.

## Figures and Tables

**Figure 1:**
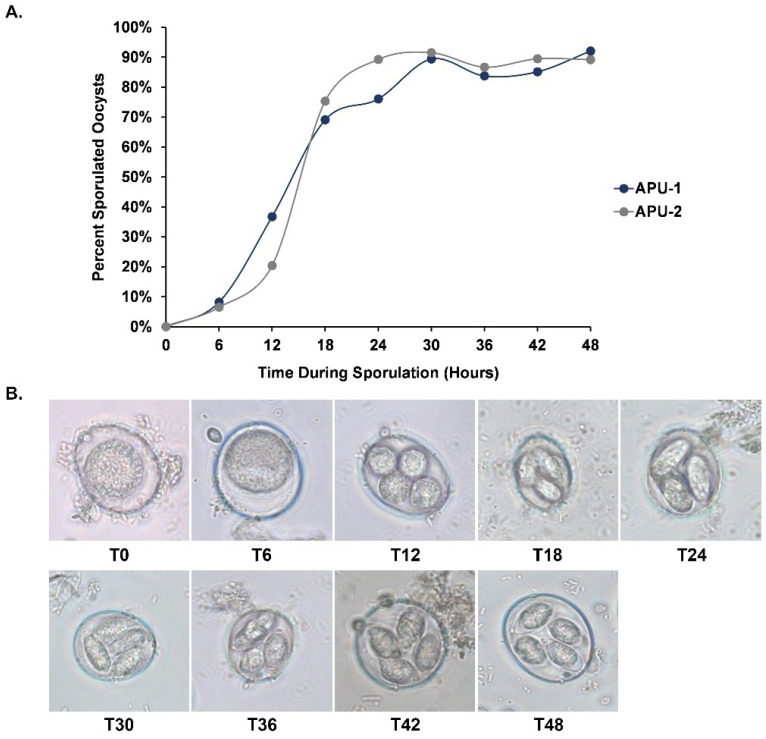
Differential oocyst development in *E. maxima* strains APU-1 and APU-2. (**A**). Percent sporulation of strains during oocyst development. Strain APU-2 reached maximum sporulation sooner. Strains reached maximum sporulation at 30 h. (**B**). Representative photomicrographs of developing *E. maxima* oocysts at each time point. Additional time points T30 and T42 are included. Unsporulated oocysts (T0) are diploid and go through meiosis. Four haploid sporoblasts are visible by 12 h (T12) and these become sporocysts (T18–T48). Two sporozoites form in each for the four sporocysts.

**Figure 2:**
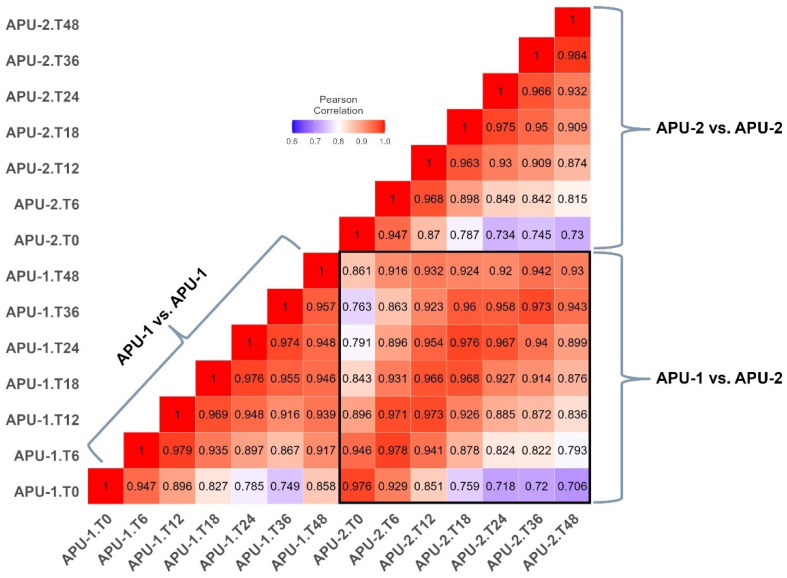
Pearson’s correlation matrix of transcription between strains APU-1 and APU-2. Mean log_2_ of mapped reads from three replicates per time point were compared for each strain every 6–12 h during oocyst sporulation. Individual squares represent Pearson’s product correlations between (and within) strains at each time point. Correlations generally decreased with time in each strain. The boxed in area focuses on APU-1 vs. APU-2 correlations, specifically. Note that contemporaneous correlations were generally strongest at the same time point, with exceptions.

**Figure 3:**
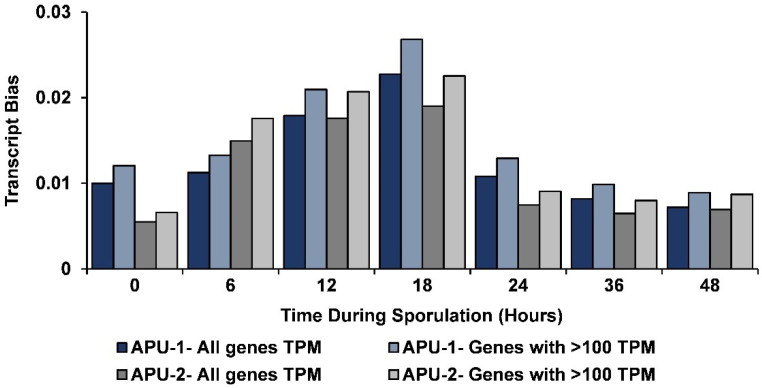
Transcript bias during oocyst sporulation in *E. maxima* strains APU-1 and APU-2. The bias in transcription (when a subset of genes most disproportionately contribute to transcripts) is greatest mid-sporulation and peaks at hour 18 (T18). Parallel temporal patterns in transcriptional bias hold whether the analysis is performed on all genes (black, APU-1; dark gray, APU-2) or restricted to those each contributing at least 100 transcripts per million (>100 TPM) (blue, APU-1; gray, APU-2). Transcriptional bias was calculated at each time point (based on mean TPM from three replicates per time point) for each strain.

**Figure 4:**
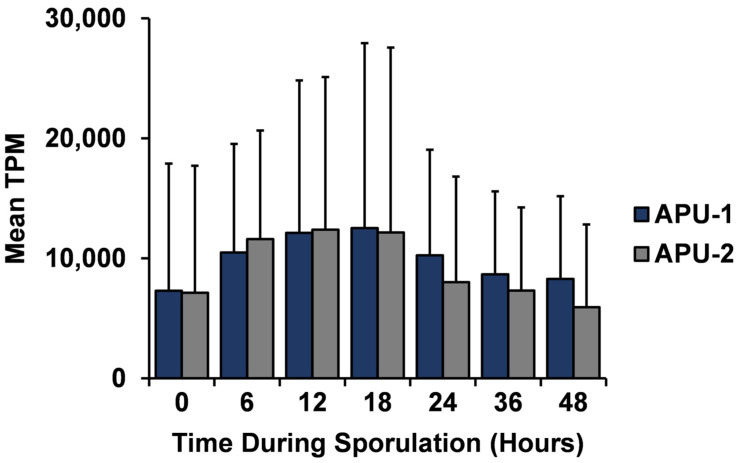
Temporal trend of constitutively expressed genes in *E. maxima* strains APU-1 and APU-2. Mean TPM of these 58 genes is displayed over the time course of sporulation. Their mean TPM peaked at 12–18 h. These data support the conclusion that most transcripts important to the continuous development of one strain are also important to the other strain.

**Figure 5:**
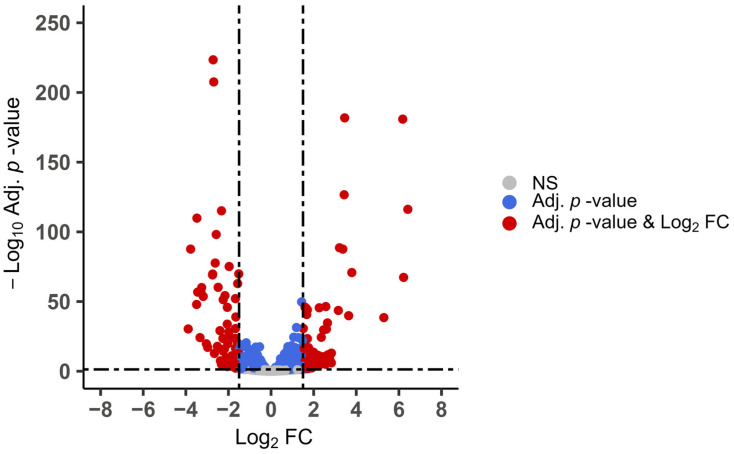
Differentially expressed genes (DEGs) during sporulation in *E. maxima* strains APU-1 and APU-2. Expression during sporulation was compared between strains using DESeq2. Threshold criteria of >1.5 or <−1.5 log_2_ fold change (FC) with adjusted *p* < 0.05 (Adj. *p*-value) were utilized. By these criteria, 204 significantly DEGs were identified (in red). This plot depicts expression of *E. maxima* APU-2 vs. APU-1 (143 upregulated, 61 downregulated genes in APU-2). NS indicates non-significant.

**Figure 6:**
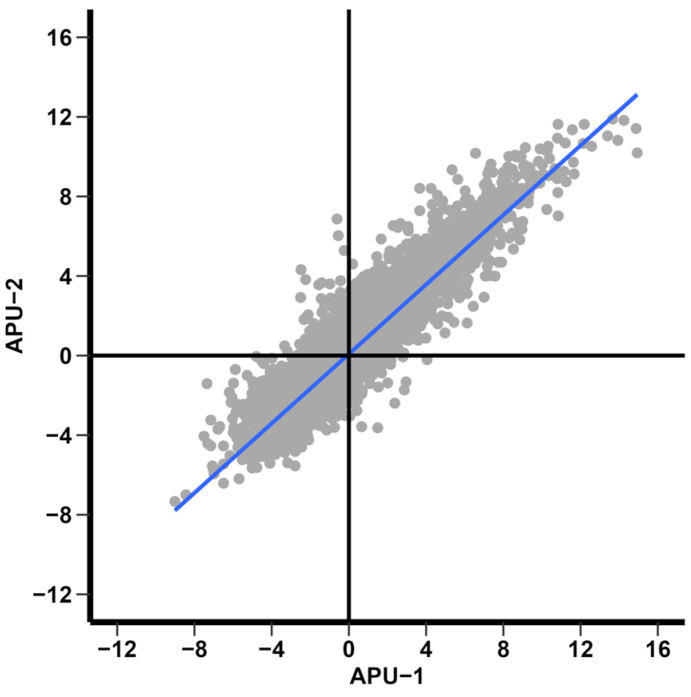
Log_2_ FC differential expression between time points T36 and T0 for strains APU-1 and APU-2. Much directional similarity between expressed genes is evident, concordance in top-right and bottom-left quadrants. The blue line indicates the regression line. Note: for 75 of 6057 annotated genes, differential expression could not be determined between time points in strains; therefore, the graph depicts differential expression of 5982 genes.

**Figure 7:**
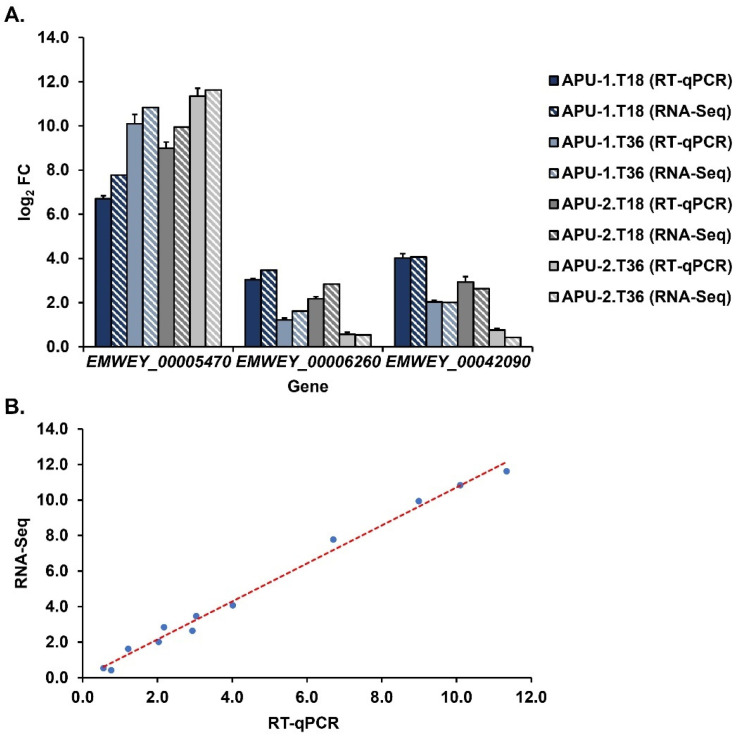
Relative expression of selected genes correlates highly between RNA-Seq and RT-qPCR assays. (**A**). Temporal changes in expression of genes selected for validation using RT-qPCR at time points T18 and T36 during oocyst sporulation. The log_2_ FC using RT-qPCR and RNA-Seq (differential expression by DESeq2) are compared. Gene expression at each time point is depicted relative to initial transcription level (T0). Bars with solid fill represent RT-qPCR and bars with stripe fill represent RNA-Seq. Error bars depict variance among RT-qPCR estimates from three replicate experiments that each employed three replicates per time point. (**B**). Correlation plot of RT-qPCR vs. RNA-Seq log_2_ FC data shown in (**A**). This incorporates data from all three genes and time points T18, T36 (both strains). Red dashes indicate regression line.

**Table 1:** RNA-Seq expression analytics for *E. maxima* strains APU-1 and APU-2 during sporulation.

**Time** **(h)**	**Most Transcribed APU-1 Gene (TPM)**	**Number of APU-1 Genes**				
		**TPM > 1000**	**TPM > 100**	**TPM < 100**	Upregulated *	Downregulated *
0	64,395	127	1332	4725	N/A	N/A
6	29,934	99	970	5087	372	656
12	59,203	83	774	5283	690	695
18	60,631	74	723	5334	1061	1089
24	31,484	102	1000	5057	1168	1011
36	25,751	128	1061	4996	1335	1105
48	29,566	128	1207	4850	1192	283
**Time** **(h)**	**Most Transcribed APU-2 Gene (TPM)**	**Number of APU-2 genes**				
		**TPM > 1000**	**TPM > 100**	**TPM < 100**	Upregulated *	Downregulated *
0	30,940	135	1381	4676	N/A	N/A
6	36,047	86	847	5210	491	436
12	39,524	74	718	5339	875	986
18	48,731	75	745	5312	1168	1070
24	26,560	139	1080	4977	1393	1092
36	26,833	134	1146	4911	1456	1043
48	48,082	137	1231	4826	1591	1087

TPM = Transcripts Per Million, averaged among biological replicates, for each time point during sporulation. * Genes expressed significantly more, or less, than initially (T0); pairwise differential expression thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p*-value < 0.05.

**Table 2:** Significantly differentially expressed genes (DEGs) between APU-1 and APU-2 during sporulation.

			APU-1 TPM				APU-2 TPM				
	Gene EMWEY_	Description	T0	T18	T36	Mean TPM ***	T0	T18	T36	Mean TPM ***	Log_2_ FC
APU-1 DEGS *	01070	hyp. prot., conserved CDS	187.81	76.96	93.74	108.49	65.82	24.93	39.46	36.26	1.57
	*07700*	*hyp. prot., conserved CDS*	*9.67*	*378.89*	*1066.08*	*560.44*	*5.91*	*118.66*	*377.62*	*151.32*	*1.59*
	12880	hyp. prot., conserved CDS	6.49	66.56	241.64	105.98	8.60	21.26	63.37	30.92	1.60
	23520	hyp. prot., conserved CDS	24.52	149.62	271.28	144.37	54.38	28.59	42.33	39.33	1.85
	*23530*	*18 kDa cyclophilin, putative CDS*	*2362.40*	*2058.24*	*1688.28*	*1898.51*	*648.83*	*472.21*	*443.83*	*435.89*	*2.06*
	33050	hyp. prot., conserved CDS	166.11	92.34	129.99	132.67	32.97	20.49	41.92	35.15	1.97
	41620	hyp. prot., conserved CDS	306.79	172.87	212.61	223.12	42.17	23.97	42.12	33.11	2.72
	48910	hyp. prot., conserved CDS	473.70	393.02	420.48	411.29	68.62	90.36	102.65	81.01	2.25
	56530	hyp. prot., conserved CDS	95.22	64.43	291.27	145.30	15.11	7.23	23.56	13.98	3.29
	57350	hyp. prot. CDS	313.42	50.66	28.68	109.89	47.00	9.34	11.21	27.49	1.63
APU-2 DEGS **	05470	SAG family member CDS	0.17	17.57	214.75	62.90	1.10	519.82	3275.43	1129.06	2.83
	*07700*	*hyp. prot., conserved CDS*	*9.67*	*378.89*	*1066.08*	*560.44*	*5.91*	*118.66*	*377.62*	*151.32*	*−1.59*
	08090	hyp. prot. CDS	0.38	1.49	0.91	0.89	30.28	99.91	129.20	105.36	6.42
	*23530*	*18 kDa cyclophilin, putative CDS*	*2362.40*	*2058.24*	*1688.28*	*1898.51*	*648.83*	*472.21*	*443.83*	*435.89*	*−2.06*
	36080	thioredoxin, putative CDS	42.95	11.73	43.11	28.25	54.98	10.79	114.84	108.85	1.53
	37810	hyp. prot., conserved CDS	0.23	1.03	61.97	18.61	0.33	5.24	199.46	106.67	1.51
	39050	OTU-like cysteine protease domain-containing protein, putative CDS	12.05	8.02	9.62	10.08	162.31	71.03	120.38	110.99	3.45
	42800	hyp. prot., conserved CDS	2.44	2.30	69.55	21.28	3.65	14.70	200.55	101.14	1.56
	58460	elongation factor 1-alpha, putative	5.94	0.31	0.46	1.54	207.69	38.89	106.73	150.15	6.22
	59740	SAG family member CDS	0.55	34.95	135.31	57.19	11.59	266.61	789.42	371.32	2.07

TPM = Transcripts Per Million, averaged among replicates, for different developmental time points T0, T18, and T36. hyp. prot. = hypothetical protein. Italicized genes (*n* = *2*) are shared and significantly differentially expressed between strains with >100 overall mean TPM in each strain. * APU-1 differentially expressed genes (DEGs) expressed significantly more in APU-1 vs. APU-2 DESeq overall comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05 with >100 overall mean TPM in APU-1. ** APU-2 differentially expressed genes (DEGs) expressed significantly more in APU-1 vs. APU-2 DESeq overall comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05 with >100 overall mean TPM in APU-2. *** Mean TPM = overall mean gene TPM for all replicates and time points throughout sporulation.

**Table 3:** Summary of differential expression comparing oocyst development (hours) between *E. maxima* strains.

APU-1 Time (h)	APU-2 Time (h)	Total DEGs *	Correlation **
6	6	216	0.978
24	18	207	0.976
0	0	201	0.976
12	12	229	0.973
36	36	284	0.973
18	18	399	0.968
24	24	466	0.967
36	48	975	0.943
48	36	551	0.942
48	48	850	0.930
18	24	1389	0.927

* Differentially expressed genes (DEGs)—genes expressed significantly more or less between strains; pairwise differential expression thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05. ** Correlation of the two strains, based on the mean log_2_ of mapped reads for three replicates per time point (Figure 2). Green rows denote concurrent comparisons. Yellow rows depict strain-to-strain correlations at different times. Entries are listed in decreasing order of correlation.

**Table 4:** Significantly differentially expressed genes with elevated expression between APU-1 and APU-2 at T36.

	Gene EMWEY_	Description	APU-1.T36 Mean TPM ***	APU-2.T36 Mean TPM ***	Log_2_ FC
APU-1 DEGs *	02130	hyp. prot., conserved CDS	328.64	89.27	2.12
	*05470*	*SAG family member CDS*	*214.75*	*3275.43*	*−3.58*
	05570	hyp. prot., conserved CDS	121.20	17.02	3.06
	*06520*	*Similar to DNA-damage-inducible protein P from E. coli, related CDS*	*1425.44*	*524.72*	*1.70*
	*07700*	*hyp. prot., conserved CDS*	*1066.08*	*377.62*	*1.71*
	07780	hyp. prot. CDS	128.54	47.50	1.67
	12880	hyp. prot., conserved CDS	241.64	63.37	2.18
	14910	hyp. prot., conserved CDS	168.53	69.86	1.53
	*17480*	*hyp. prot. CDS*	*189.83*	*751.55*	*−1.60*
	17660	splicing factor 3B subunit 1, putative CDS	158.71	58.98	1.69
	*21420*	*hyp. prot., conserved CDS*	*424.56*	*165.62*	*1.61*
	23520	hyp. prot., conserved CDS	271.28	42.33	2.93
	*23530*	*18 kDa cyclophilin, putative CDS*	*1688.28*	*443.83*	*2.13*
	*31340*	*hyp. prot., conserved CDS*	*246.23*	*930.80*	*−1.52*
	33050	hyp. prot., conserved CDS	129.99	41.92	1.90
	41620	hyp. prot., conserved CDS	212.61	42.12	2.48
	*48910*	*hyp. prot., conserved CDS*	*420.48*	*102.65*	*2.26*
	52370	uroporphyrinogen decarboxylase, putative CDS	111.94	42.78	1.62
	56530	hyp. prot., conserved CDS	291.27	23.56	3.85
	*56980*	*hyp. prot., conserved CDS*	*120.87*	*501.68*	*−1.66*
	*59740*	*SAG family member CDS*	*135.31*	*789.42*	*−2.20*
APU-2 DEGs **	00860	20 kDa cyclophilin precursor, putative CDS	16.91	127.16	2.57
	*05470*	*SAG family member CDS*	*214.75*	*3275.43*	*3.58*
	*06520*	*Similar to DNA-damage-inducible protein P from E. coli, related CDS*	*1425.44*	*524.72*	*−1.70*
	07270	hyp. prot., conserved CDS	27.42	108.51	1.61
	*07700*	*hyp. prot., conserved CDS*	*1066.08*	*377.62*	*−1.71*
	08090	hyp. prot. CDS	0.91	129.20	6.35
	10050	hyp. prot. CDS	25.17	141.14	2.10
	11930	heat shock protein, related CDS	33.00	137.23	1.64
	*17480*	*hyp. prot. CDS*	*189.83*	*751.55*	*1.60*
	*21420*	*hyp. prot., conserved CDS*	*424.56*	*165.62*	*−1.61*
	*23530*	*18 kDa cyclophilin, putative CDS*	*1688.28*	*443.83*	*−2.13*
	*31340*	*hyp. prot., conserved CDS*	*246.23*	*930.80*	*1.52*
	39050	OTU-like cysteine protease domain-containing protein, putative CDS	9.62	120.38	3.20
	*48910*	*hyp. prot., conserved CDS*	*420.48*	*102.65*	*−2.26*
	52050	hyp. prot., conserved CDS	12.26	103.61	2.61
	52300	NAC domain containing protein, putative CDS	28.95	104.44	1.51
	54680	aspartate aminotransferase, putative CDS	32.51	199.36	2.19
	*56980*	*hyp. prot., conserved CDS*	*120.87*	*501.68*	*1.66*
	58460	elongation factor 1-alpha, putative CDS	0.46	106.73	6.72
	*59740*	*SAG family member CDS*	*135.31*	*789.42*	*2.20*
	59760	asparaginase, putative CDS	37.78	144.77	1.51

hyp. prot. = hypothetical protein. Italicized genes (*n* = 10) are shared and significantly differentially expressed between strains at hour 36 with mean TPM > 100 at hour 36 in each strain. * Differentially expressed genes (DEGs) expressed significantly more in APU-1 vs. APU-2 DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05 with >100 overall mean TPM in APU-1 at T36. ** Differentially expressed genes (DEGs) expressed significantly more in APU-1 vs. APU-2 DESeq pairwise comparison, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05 with >100 overall mean TPM in APU-2 at T36. *** Mean TPM = Transcripts Per Million, averaged among T36 replicates in each strain.

**Table 5:** Significantly differentially expressed genes (DEGs) between immature (T0) and mature (T36) oocysts in common to both *E. maxima* strains.

	Gene EMWEY_	Description	APU-1.T0 Mean TPM **	APU-1.T36 Mean TPM **	APU-1 Log_2_ FC	APU-2.T0 Mean TPM **	APU-2.T36 Mean TPM **	APU-2 Log_2_ FC **
T0 DEGs *	00690	hyp. prot., conserved CDS	5123	1001.90	1.77	4302	903.57	2.06
	04950	hyp. prot., conserved CDS	1415	90.29	3.39	1191	65.20	3.99
	18810	hyp. prot., conserved CDS	1632	165.39	2.73	1173	147.22	2.67
	24360	N-acetylglucosaminylphosphatidylinositol deacetylase, putative CDS	1237	78.02	3.41	1572	73.30	4.22
	*25290*	*isoleucyl-tRNA synthetase-related, related CDS*	*49,929*	*5216.95*	*2.69*	*19,239*	*4363.92*	*1.80*
	*29600*	oocyst wall protein COWP, putative CDS	4769	16,820.59	−2.40	4278	15,947.87	−2.13
	41160	hyp. prot., conserved CDS	6441	149.43	4.86	4380	448.79	2.88
	43880	hyp. prot., conserved CDS	1043	164.31	2.09	1251	129.49	3.06
	*45300*	*MAP3K epsilon protein kinase, related CDS*	*1220*	*3758.14*	−*2.20*	*1045*	*3707.81*	−*2.05*
	51470	hyp. prot., conserved CDS	1974	30.18	5.45	1433	48.64	4.57
	56350	subtilase family serine protease, putative CDS	2983	413.98	2.28	2087	413.85	2.03
	*57080*	*hyp. prot., conserved CDS*	*64,395*	*6815.25*	*2.68*	*26,585*	*5727.77*	*1.87*
	60390	phosphoserine aminotransferase, putative CDS	2009	10.06	7.02	1253	18.41	5.69
T36 DEGs *	00710	hyp. prot., conserved CDS	394.06	1314	2.32	412.18	1031	1.56
	01470	hyp. prot. CDS	1.19	16,791	14.25	6.93	26,833	11.82
	05500	SAG family member CDS	8.07	1834	8.39	12.14	1451	7.05
	06190	hyp. prot., conserved CDS	21.10	1856	7.03	17.37	2930	7.55
	08040	SAG family member CDS	3.11	13,380	12.57	8.14	11,294	10.52
	09150	hyp. prot., conserved CDS	0.67	15,365	14.88	6.09	18,147	11.41
	10520	hyp. prot., conserved CDS	0.43	1305	12.19	0.65	2143	11.62
	12830	SAG family member CDS	26.33	2587	7.19	7.27	3773	9.15
	14920	myosin light chain TgMLC1, putative CDS	3.38	1880	9.62	4.21	2252	9.07
	16000	hyp. prot., conserved CDS	0.73	5857	13.40	3.61	8670	11.05
	17610	microneme protein, putative CDS	0.88	1002	10.67	1.53	1053	9.40
	17740	hyp. prot., conserved CDS	1.05	1763	11.21	1.74	2927	10.68
	17850	hyp. prot. CDS	1.63	1067	9.89	3.10	1209	8.67
	23210	hyp. prot. CDS	0.97	11,037	13.93	6.07	12,453	10.82
	24670	hyp. prot., conserved CDS	411.58	2420	3.13	346.08	3561	3.50
	*25290*	*isoleucyl-tRNA synthetase-related, related CDS*	*49,929.39*	*5217*	*−2.69*	*19,238.79*	*4364*	*−1.80*
	25900	hyp. prot., conserved CDS	2.45	1083	9.37	1.73	1213	9.45
	27480	microneme protein etmic-2/7h, related CDS	196.86	1181	3.17	170.74	1716	3.44
	27550	hyp. prot., conserved CDS	19.79	1363	6.68	37.14	1660	5.62
	28320	hyp. prot., conserved CDS	7.57	1958	8.59	7.43	3833	9.11
	29270	hyp. prot., conserved CDS	5.46	1293	8.46	2.71	1779	9.37
	29320	hyp. prot., conserved CDS	1.55	1338	10.26	1.36	1633	10.28
	*29600*	*oocyst wall protein COWP, putative CDS*	*4769.07*	*16,821*	*2.40*	*4277.51*	*15,948*	*2.13*
	30150	hyp. prot., conserved CDS	4.12	1048	8.53	6.06	1610	8.05
	35290	hyp. prot., conserved CDS	3.66	2683	10.02	6.86	5106	9.58
	36540	microneme protein, putative CDS	3.49	1445	9.23	4.58	1243	8.17
	40720	hyp. prot., conserved CDS	722.88	2081	2.10	743.49	2311	1.86
	44080	hyp. prot., conserved CDS	141.85	1028	3.44	144.99	1015	2.94
	*45300*	*MAP3K epsilon protein kinase, related CDS*	*1220.26*	*3758*	*2.20*	*1045.31*	*3708*	*2.05*
	48180	hyp. prot., conserved CDS	2.94	2666	10.34	5.25	3294	9.05
	49350	hyp. prot. CDS	9.83	2652	8.63	17.57	4786	8.21
	*57080*	*hyp. prot., conserved CDS*	*64,395.19*	*6815*	*−2.68*	*26,585.41*	*5728*	*−1.87*

hyp. prot. = hypothetical proteins. Italicized genes (*n* = 4) are shared and significantly differentially expressed between strains with mean TPM > 1000 in a strain at T0 or T36. * Differentially expressed genes (DEGs)—genes in common that were significantly differentially expressed more in either strain (T36 vs. T0) in DESeq pairwise comparisons, meeting thresholds of >1.5 or <−1.5 log_2_ fold change (FC) and adjusted *p* < 0.05 with >1000 overall mean TPM at T0 or T36 in each strain. ** Mean TPM = Transcripts Per Million, averaged among T0 or T36 replicates in each strain.

## Data Availability

The data discussed in this publication have been deposited into NCBI’s Gene Expression Omnibus (GEO) [76] and are accessible through GEO Series accession number GSE247034 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247034 (accessed on 10 November 2023)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pathogens13010002/s1, Table S1. Oligonucleotides used for RT-qPCR in this study. Gene names and annotated protein descriptions (columns A, B), oligonucleotide sequence (column C), and suggested final concentration (nM, nanomolar) for use (column D) are included. All sequences are novel to this work. Table S2. Summary and descriptive statistics of RNA-Seq data in *E. maxima* strains APU-1 and APU-2. Column A has the time point of collection (hours). RNA-Seq was performed on three replicates (designated A, B, C in column B) initially (T0) and every 6–12 h thereafter (T6–T48). The number of total reads for each strain is in columns C (APU-1) and E (APU-2). The number of mapped reads for each strain is in columns D (APU-1) and F (APU-2). Table S3. Mapped log_2_ reads and correlations for *E. maxima* strains APU-1 and APU-2. Table S3. (A). Log_2_ mapped reads during for replicate samples during sporulation for strains APU-1 and APU-2. Included are the gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), log_2_ of mapped raw reads per replicate in the 48 h time course (columns E–Y for APU-1; columns Z-AT for APU-2). (B). Pearson’s correlation of log_2_ mapped reads for replicates of each strain during the time course. Table S4. Mean log_2_ mapped reads during sporulation for *E. maxima* strains APU-1 and APU-2. Included are the *E. maxima* gene name (column A), and mean log_2_-tranformed reads per time point (from three replicates per time point) (columns B–H for APU-1; columns I–O for APU-2). Table S5. Mean and standard deviation (SD) for Transcripts Per Million (TPM) during sporulation for *E. maxima* APU-1 and APU-2 strains. Included are the gene name (column A), annotated protein description (column B), nucleotide sequence (column C), amino acid sequence (column D), mean TPM per time point (from three replicates) for each strain in the 48 h time course (columns E–K for APU-1; columns S-Y for APU-2), and corresponding standard deviation (SD) per sample (columns L–R for APU-1; columns Z-AF for APU-2). Table S6. Shared constitutively expressed genes identified during sporulation for *E. maxima* strains APU-1 and APU-2. Included are the gene name (column A), annotated protein description (column B), mean Transcripts Per Million (TPM) per time point for each gene in the 48 h time course (columns C–I for APU-1; columns L–R for APU-2), overall mean TPM for each gene (column J for APU-1; column S for APU-2) and corresponding standard deviation (SD) during the time course for each gene per sample (column K for APU-1; column T for APU-2). Bolded genes (*n* = 3) did not have matching homologs in *E. acervulina* after BLASTP searching. Italicized genes (*n* = 8) had overall mean TPM > 20,000 in each strain. Table S7. Highly constitutively expressed genes shared by both *E. maxima* strains with associated KEGG pathways and *E. acervulina* homologs. Included are the *E. maxima* gene name (column A), *E. maxima* annotated protein description (column B), overall mean Transcripts Per Million (TPM) for each gene per strain (column C for APU-1; column D for APU-2), associated *E. maxima* KEGG pathways per gene (column E), *E. acervulina* homolog gene name (column F), *E. acervulina* annotated protein description (column G), *E. acervulina* overall mean TPM per gene (column H), and associated *E. acervulina* KEGG pathways (column I). Bolded genes (*n* = 14) are those whose homologs in *E. acervulina* were not expressed >1000 TPM throughout sporulation in prior *E. acervulina* RNA-Seq [37]. Genes in red (*n* = 3) did not have an identified BLASTP hit in *E. acervulina*. Table S8. Blast2GO results for the 58 highly constitutively expressed genes shared by both *E. maxima* strains. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. The overall mean Transcripts Per Million (TPM) for each gene throughout the 48 h time course is included (column C, APU-1; column D, APU-2). BLASTP data include the length of the protein (column E), overall number of BLASTP hits found (column F), hit e-value (column G), the mean percent similarity for hits (column H), BLAST hit description (column I), and best other BLASP hit (column J; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column K), GO ID numbers (column L; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column M), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column N), EC enzyme names (column O). InterPro data include ID names (column P), GO ID numbers (column Q), and GO names (column R). Bolded genes (*n* = 10) are those encoding hypothetical proteins for which Blast2GO identified more informative hits in other Apicomplexa species. Italicized genes (*n* = 3) had overall mean TPM > 20,000 in each strain and had more informative hits after Blast2GO analysis. Table S9. List of 372 total annotated GO terms for the highly constitutively expressed genes shared by both *E. maxima* strains. GO terms (column A) are stratified by GO subontologies Biological Process (BP, column B), Molecular Function (MF, column C), and Cellular Component (CC, column D). The total number of GO terms for each subontology is also provided at the bottom of columns B-D. Table S10. Blast2GO results for overall significantly differentially expressed genes between *E. maxima* strains with associated KEGG pathways and *E. acervulina* homologs. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. The overall mean Transcripts Per Million (TPM) for each gene throughout the 48 h time course is included (column C, APU-1; column D, APU-2). Differential expression data between strains APU-1 vs. APU-2 are given in columns E (log_2_ fold change) and F (Adjusted *p*-value). BLASTP data include the length of the protein (column G), overall number of BLASTP hits found (column H), hit e-value (column I), the mean percent similarity for hits (column J), BLAST hit description (column K), and best other BLASP hit (column L; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column M), GO ID numbers (column N; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column O), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column P), EC enzyme names (column Q). InterPro data include ID names (column R), GO ID numbers (column S), and GO names (column T). Included also are associated *E. maxima* KEGG pathways per gene (column U), *E. acervulina* homolog gene name (column V), *E. acervulina* annotated protein description (column W), *E. acervulina* overall mean TPM per gene (column X), and associated *E. acervulina* KEGG pathways (column Y). Bolded genes (*n* = 1, APU-1) are those encoding hypothetical proteins for which Blast2GO identified more informative hits in other Apicomplexa species. Italicized genes (*n* = 2) are shared and significantly differentially expressed between strains with >100 overall mean TPM in each strain. Table S11. Blast2GO results for significantly differentially expressed genes between *E. maxima* strains at hour 36 during sporulation with associated KEGG pathways and *E. acervulina* homologs. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. The mean Transcripts Per Million TPM for each gene at T36 areincluded (column C, APU-1; column D, APU-2). Differential expression data between APU-1 vs. APU-2 at T36 are given in columns E (log_2_ fold change) and F (Adjusted *p*-value). BLASTP data include the length of the protein (column G), overall number of BLASTP hits found (column H), hit e-value (column I), the mean percent similarity for hits (column J), BLAST hit description (column K), and best other BLASP hit (column L; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column M), GO ID numbers (column N; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column O), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column P), EC enzyme names (column Q). InterPro data include ID names (column R), GO ID numbers (column S), and GO names (column T). Also included are associated *E. maxima* KEGG pathways per gene (column U), *E. acervulina* homolog gene name (column V), *E. acervulina* annotated protein description (column W), *E. acervulina* mean overall TPM per gene at (T0, column X; T24, column Y), and associated *E. acervulina* KEGG pathways (column Z). Bolded genes (*n* = 1 per strain) are those encoding hypothetical proteins for which Blast2GO identified more informative hits in other Apicomplexa species. Italicized genes (*n* = 10) are shared and significantly differentially expressed between strains at hour 36 with mean TPM > 100 at hour 36 in each strain. Genes in red (*n* = 2, APU-1; *n* = 3, APU-2) are homologous to mature oocyst biomarkers identified in prior *E. acervulina* RNA-Seq [37]. Table S12. Differentially expressed genes (DEGs) identified between *E. maxima* strains for oocysts at 36 h and 48 h during sporulation. (A). Data for DEGs between strains at T36, but not at T48; (B). Data for DEGs between strains at T48, but not at T36. Included are the *E. maxima* gene name (column A), *E. maxima* annotated protein description (column B), mean Transcripts Per Million (TPM) for each gene at T36 (column C, APU-1, column D, APU-2), and T48 (column G, APU-1; column H, APU-2). Differential expression data between strains at T36 and T48 are given (APU-2 vs. APU-1 log_2_ fold change, columns E, I; adjusted *p*-value, columns F, J). BLASTP data include the length of the protein (column K), overall number of BLASTP hits found (column L), hit e-value (column M), the mean percent similarity for hits (column N), BLAST hit description (column O), best other BLASP hit (column P; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column Q), GO ID numbers (column R; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column S), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column T), EC enzyme names (column U). InterPro data include ID names (column V), GO ID numbers (column W), and GO names (column X). Also included are associated *E. maxima* KEGG pathways per gene (column Y), *E. acervulina* homolog gene name (column Z), *E. acervulina* annotated protein description (column AA), *E. acervulina* mean TPM per gene at various time points from prior RNA-Seq [37] (T0–T24, columns AB-AH), and associated *E. acervulina* KEGG pathways (column AI). Bolded genes (*n* = 26, Table S12A; *n* = 166, Table S12B) are those encoding hypothetical proteins for which Blast2GO identified more informative hits in other Apicomplexa species. Table S13. Highly expressed and significantly differentially expressed genes (T0 vs. T36) not shared between *E. maxima* strains with *E. acervulina* homologs. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. The mean Transcripts Per Million (TPM) for each gene at T0 (column C, APU-1; column G, APU-2) and T36 (column D, APU-1; column H, APU-2) are included. Differential expression data for each strain between time points T0 and T36 are included (log_2_ FC, columns E and I; adjusted *p*-value, columns F and J). Columns K and L include *E. acervulina* homolog gene names and annotated protein descriptions, respectively. *E. acervulina* mean TPM per gene at T0 and T24 from prior RNA-Seq [37] is included in columns M and N, respectively. Differential expression data between T0 and T24 *E. acervulina* oocysts are provided in columns O (log_2_ FC) and P (adjusted *p*-value). Table S14. Highly expressed and significantly differentially expressed genes (T36 vs. T0) not shared between *E. maxima* strains with *E. acervulina* homologs. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. The mean Transcripts Per Million (TPM) for each gene at T0 (column C, APU-1; column G, APU-2) and T36 (column D, APU-1; column H, APU-2) included. Differential expression data for each strain between time points T36 and T0 are included (log_2_ FC, columns E and I; adjusted *p*-value, columns F and J). Columns K and L include *E. acervulina* homolog gene names and annotated protein descriptions, respectively. *E. acervulina* mean TPM per gene at T0 and T24 from prior RNA-Seq [37] is included in columns M and N, respectively. Differential expression data between T24 and T0 *E. acervulina* oocysts are provided in columns O (log_2_ FC) and P (Adjusted *p*-value). Table S15. Blast2GO results for highly expressed and significantly differentially expressed genes (T36 vs. T0) that are shared between *E. maxima* strains and associated KEGG pathways and *E. acervulina* homologs. *E. maxima* gene names and original gene annotations are included in columns A and B, respectively. Mean Transcripts Per Million (TPM) for each at T0 (column C, APU-1; column G, APU-2), and T36 (column D, APU-1; column H, APU-2) is included. Differential expression data for each strain between time points T36 and T0 are included (log_2_ fold change, columns E and I; Adjusted *p*-value, columns F and J). BLASTP data include the length of the protein (column K), overall number of BLASTP hits found (column L), hit e-value (column M), the mean percent similarity for hits (column N), blast hit description (column O), best other BLASP hit (column P; not applicable [N/A] if sufficient annotation already existed). Gene Ontology (GO) data include number of GO terms (column Q), GO ID numbers (column R; C = Cellular Component, F = Molecular Function, P = Biological Process), and GO term names (column S), Enzyme Commission (EC) number(s) linked to the GO terms of a given sequence (column T), EC enzyme names (column U). InterPro data include ID names (column V), GO ID numbers (column W), and GO names (column X). Also included are associated *E. maxima* KEGG pathways per gene (column Y), the *E. acervulina* homolog gene name (column Z), *E. acervulina* annotated protein description (column AA), and *E. acervulina* mean TPM per gene at various time points T0 and T24 from prior RNA-Seq [37] (columns AB, AC). Differential expression data between *E. acervulina* T0 and T24 oocysts are provided in columns AD (log_2_ FC) and AE (adjusted *p*-value). Associated *E. acervulina* KEGG pathways are in column AF. Bolded genes (*n* = 1, T0; *n* = 11, T36) are those (originally annotated as hypothetical protein) where Blast2GO identified more informative hits in other Apicomplexa species. Italicized genes (*n* = 4) are shared and significantly differentially expressed between strains with mean TPM > 1000 in a strain at T0 or T36. Genes in red (*n* = 11) are homologous to genes previously reported as differentially expressed biomarkers in mature vs. immature *E. acervulina* oocysts [37].

How the deposited data were processed for this re-analysis (not part of the article)

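The authors made stranded mRNA libraries from 42 samples (2 strains, 7 times and 3 flasks), trimmed the reads with BBDuk, and aligned them to the *E. maxima* Weybridge genome (EMW001) with the RNA mapper of Geneious Prime. The deposited log2 values are mapped reads per coding sequence, which the authors exported from Geneious, averaged over the 3 replicates and took to log2. The deposited TPM values were computed by Geneious from coding length and library size and were averaged by the authors over the 3 replicates. The authors' labels also name DESeq2, with no version, and no value of theirs from that tool was used here. The mean reads times 3 was a whole number in 99.1% of 77225 values under 20000, which is how the averaging was checked, and 0.921% ended in 0.5, from reads split between 2 copies of a gene (139 genes, 109 of them with TPM). Coding lengths were multiples of 3 in 93.1% of genes (median 1215 bases, median GC content 53.0%).

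The tables of means hold no SD and no replicate values. The TPM columns add up to 89.3 to 95.0% of their full total, since 1116 of the 6057 genes have no TPM in the table used here, and those genes were left out of everything but the correlations of reads. All 4941 genes with TPM were matched by locus tag to the reference table, which gives no chromosome for any of them. Reads per library, as the paper lists them, had a median of 29.2 M in APU-1 and 27.2 M in APU-2, of which the paper reports a median of 95.5 and 95.3% as mapped.

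From the deposited TPM the following was computed here. Scale factors between the 14 groups were medians of ratios over the 3720 genes with at least 10 mean reads in every group, and ran from -0.59 to 0.71 on a log2 scale. TPM were divided by them, 0.1 TPM was added, and log2 was taken. Comparisons of 2 groups used the genes with at least 10 mean reads in one of them and counted genes past a log2 fold change of 1.5, with no test, because the deposited tables hold means only. The paper describes SDs of TPM in its Table S5, and these were not used here. The factors shift every gene of a group alike, so they set how many genes lie on each side of 0: the median log2 fold change of all genes from T0 to T36 was 0.0642 in APU-1 and 0.170 in APU-2, and with TPM as deposited -0.461 and -0.339. Between the strains it was 0.189 at T36 and 0.236 at T48, and with TPM as deposited 0.325 and 0.116.

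Differences between the strains over all times were tested with limma 3.58.1 in R 4.3.3 on the 7 differences of group means (6 residual degrees of freedom, 4766 genes), and the change from T0 to T36 with limma on the 14 means with terms for strain and time. The plan named a test on replicates, and named the test on 7 differences as an alternative; with only means at hand, the alternative became the reported test. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change past 1.5. The copy of Table S3 used here holds reads per replicate for the first part of the gene list, and 307 of its genes have TPM; limma was run on these with log2 scaled reads (0.5 added), 3 flasks per group and the residual degrees of freedom of the groups compared. Gene lists (31, one of them without members) were written from the authors' gene descriptions before the data were examined, and those with at least 2 genes (29) were tested with camera in limma at an inter-gene correlation of 0.01. For comparisons without a test, the median of a list was placed among 10000 random lists of genes of similar expression. This takes the genes of a list as independent and uses no replicates, so such a place describes a list and does not test it. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

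Flasks carry a letter in the sample names, and the paper's methods state that each flask was sampled at every time, so a letter marks one culture within a strain and only a letter across strains. Deviations from the group mean over 257 genes had a median correlation of 0.00687 (-0.356 to 0.408) between samples of the same letter in APU-1 and 0.0116 between other letters, and in APU-2 of 0.0296 (-0.542 to 0.570) and -0.00345. Of 63 pairs of the same letter per strain, 14.3% were over 0.1 in APU-1 and 33.3% in APU-2. The reported tests therefore do not pair flasks, and a test with the letter as a block is given among the alternatives.

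Genes are named in the text if the paper's results name them or its Tables 2, 4 or 5 list them, if they are among the 6 largest changes per direction of a comparison with at least 100 TPM (and the 6 largest with a described product), or if they are members of a gene list. The paper's tables had been seen before this rule was set. Members of gene lists and the genes *EMWEY_00047110*, *EMWEY_00019550* and *EMWEY_00010520* were chosen as examples after the values were seen. Alternatives were TPM as deposited, 0.5 or 1 TPM added, no filter or a filter at 1 TPM, scaled mean reads, one time left out, thresholds of 500 and 2000 TPM, other measures of bias and of correlation, and other inter-gene correlations. The alternatives planned for replicates (a test on replicate variance, pooled variance, blocks and leaving out one flask) were run only on the genes of Table S3. In a trial with changes of known size added, limma recovered 97% of 200 genes changed by a log2 of 2 between the strains with 0 false calls, 83.5% for the change from T0 to T36 with 8 false calls, and 88% of 50 genes on the replicate reads with 0 false calls. The trial drew independent noise for each value, while by the paper's methods the same flasks were sampled at every time. Its false calls therefore do not show how many to expect in these data.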

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

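Of the tests below, those of lower genes at T48, of GC content and of further sporulation were written after the result was seen, and the others before.

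In the genes of Table S3, the difference between the strains changed from T36 to T48 for 5 genes with limma on 3 flasks per group, and for none when flasks were taken as blocks. These were *EMWEY_00000580* (a HIT domain protein, log2 FC 1.52, SE 0.42, adjusted p = 0.043), *EMWEY_00000740* (-2.04, SE 0.54, adjusted p = 0.042), *EMWEY_00001150* (2.31, SE 0.50, adjusted p = 0.025), *EMWEY_00001770* (2.11, SE 0.56, adjusted p = 0.042) and *EMWEY_00003290* (1.77, SE 0.48, adjusted p = 0.043), the last 4 encoding hypothetical proteins. None passed limma in more than 5 of 12 runs that left out a flask. Of 100 ways to regroup the flasks 9 gave as many genes, and the highest gave 98, so this count is no larger than chance gives.

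The change from T0 to T36 differed between the strains for 3 genes with limma: *EMWEY_00000860* (the 20 kDa cyclophilin, log2 FC 2.34, SE 0.31, adjusted p = 0.0050), *EMWEY_00000900* (-1.55, SE 0.31, adjusted p = 0.037) and *EMWEY_00000940* (1.87, SE 0.40, adjusted p = 0.047). The first passed in all 12 runs that left out a flask (adjusted p 0.00025 to 0.028 from limma), and the others in 4 and 3. Without replicate C of APU-2 at T0, limma calls 18 genes (15 higher, 3 lower). With flasks as blocks none passed. Of 100 regroupings 3 gave as many genes (highest 31).

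More genes were higher in APU-2 at T48 than at T36 (780 against 298). T0-like transcripts in replicate A of APU-1 at T48 do not account for the whole rise. Genes of Table S3 higher by fold were 63 with all flasks and 51 without that one, against 12 at T36. A drop to about the T36 count was predicted. But genes whose strain difference itself moved up past the threshold from T36 to T48 fell from 28 to 10 without that flask. Leaving out any other flask gave 21 to 44, so replicate A may carry part of the rise. Read depth does not account for it, since among genes with at least 100 mean reads the ratio of T48 to T36 was 5.24. For the 235 genes lower in APU-2 the data cannot tell: 77.9% of them were over 2 times higher at T0 than at T36 in APU-1, which T0-like transcripts in replicate A would give, and so would unsporulated oocysts in all 3 flasks. Against replicate A, the genes of Table S3 lower in APU-2 went from 7 to 5 without it, less than the 1.5-fold drop predicted. A separate count of sporulated oocysts in each flask at T48 would decide.

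In APU-2 at T0, replicate C was unlike A and B. Its deviation had a correlation of 0.537 with GC content over 221 genes, as a difference in library preparation would give. A tie to GC content was not confined to that flask. The strain difference over all genes compared had a correlation with it of 0.367 at T0, -0.297 at T6, -0.283 at T36 and -0.0245 at T48. Further sporulation in that flask was not the main source, since the deviation of replicate C had a correlation of at most -0.0211 with the later changes of the same genes. A smaller part cannot be excluded, because the tie to GC content was not removed first. The test set for a mislabelled sample spoke against one, since replicate C had its highest mean correlation with its own group (0.952). With APU-1 at T0 it was 0.941. That gap is small and the strains were much alike at T0, so this measure alone does not exclude a swap between strains at T0. Without replicate C, limma calls 89 genes for the change from T0 to T36 in APU-2 in place of 95. For the difference between the strains in that change, it then calls 18 in place of 3. Without that flask, the genes of Table S3 past the fold threshold between the strains at T0 go from 14 to 7.

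The 154 strain differences held over the time course could come from a strain variant against the Weybridge reference rather than from expression. Reads split between 2 copies were no more common among them, in 1.95% of these genes and 2.21% of the others. Reads assigned wholly to the wrong copy would not show in this count, so it cannot exclude reads shared between paralogs. A variant should give a steady ratio, and the bound set before, an SD over times above that of other genes of the same mean expression, was met (0.730 against 0.604), which would exclude it; matched on the lower strain the others had 0.661, still below the 95% bootstrap interval of 0.681 to 0.826. That bound is held to be wrong here, a decision made after the result was seen, because 50% of these genes have under 10 mean reads in a group, where the ratio follows the level in the other strain, so the data cannot tell. Reads of both strains aligned to their own genomes would.

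Regrouping the samples shows how many genes other groupings give: for the strain difference over all times, 1 of 64 ways (the real one) gave 154 genes and the highest other gave 93. In the genes of Table S3, 1 of 10 ways gave as many genes for T36 against T0 in each strain and for the strains at T0, T36 and T48, and all others gave 0. For the strain difference over all times in those genes it was 1 of 100 (highest other 1). Where there are only 10 ways, the real one is already 1 of 10, so those results cannot tell a count from chance. Their other ways also mix the 2 groups, which widens the spread within each.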

How the results depend on the processing

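Scaled mean reads, the log2 reads without 2 of the times, and the use of the genes of Table S3 were chosen after the data were seen; pooled variance, flask blocks and leaving out a flask had been planned for all genes.

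With TPM as deposited the larger side turned from higher to lower against T0 in APU-1 at T18 (840 higher and 831 lower to 531 and 1759), T24 (949 and 772 to 734 and 1238) and T36 (1082 and 830 to 902 and 1155), in APU-2 at T6 (477 and 358 to 202 and 1146), T12 (825 and 674 to 439 and 1720), T18 (1043 and 749 to 629 and 1897) and T24 (1244 and 693 to 947 and 1284), between the strains at T6 (171 and 80 to 99 and 108), and for APU-2 T18 against APU-1 T24 (130 and 107 to 49 and 240) and APU-2 T36 against APU-1 T48 (496 and 268 to 295 and 393). In APU-1 at T18 it also turned with a filter at 1 TPM (780 and 830) and with scaled mean reads (1023 and 1081). For APU-2 T18 against APU-1 T24 it also turned with 1 TPM added (58 and 63).

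With 1 TPM added in place of 0.1, genes past the threshold at T6 against T0 fell from 831 to 536 in APU-1 and from 835 to 527 in APU-2 (1348 with TPM as deposited), between strains from 264 to 158 at T0, 251 to 138 at T6, 334 to 140 at T12 (209 with 0.5 TPM), 445 to 286 at T24 and 351 to 170 at T36, for APU-2 T18 against APU-1 T24 from 237 to 121, for APU-2 T48 against APU-1 T36 from 871 to 575, and for the difference in the T36 to T0 change from 713 to 416. The strain difference over all times went from 154 to 100 with 0.5 TPM, 77 with 1 TPM, 238 with scaled mean reads, 233 without T0 and 292 with the log2 ratio of overall mean TPM.

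Genes over 1000 TPM after scaling went from 116 to 76 (APU-1 T0), 67 to 103 (APU-1 T18), 122 to 65 (APU-2 T0) and 68 to 104 (APU-2 T12), the highest bias of APU-2 moved to 12 h with the Gini coefficient, and constitutive genes were 118, 114 and 104 at 500 TPM and 36, 35 and 35 at 2000 TPM (APU-1, APU-2, both). Camera called 6 lists for T36 against T0, 2 at an inter-gene correlation of 0.05, 2 at 0.1 and 0 with it estimated.

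In the genes of Table S3, the strains at T0 differed in 5 genes, 3 on a linear scale, 12 with pooled variance and 0 with flasks as a replicate block. At T48 leaving out a flask gave 30 to 66 in place of 61. For the change from T36 to T48 the 5 genes became 3 (linear scale), 12 (pooled variance), 0 (replicate block) and 0 to 29 (a flask left out), and for the T36 to T0 change the 3 became 5 (no filter), 9 (linear scale), 21 (pooled variance), 0 (replicate block) and 1 to 18 (a flask left out). With flasks as a block T36 against T0 went from 100 to 101 in APU-1 and 95 to 90 in APU-2, the strains from 16 to 16 at T36 and 61 to 56 at T48, and the strains over all times stayed at 18; across strains a block shares only a letter. The planned settings for replicates were not run on the other genes, whose means alone were at hand.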

Differences from the paper's values

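The error allowed for log2 fold changes was changed after a first look, from one median over all genes of Table S3 to medians by read level, which made more values differ. Of 231 values of the paper compared, 36 differ beyond it or beyond 1.5-fold; 84 of 115 log2 fold changes lie within it, with a median absolute difference of 0.157. The paper counts over 6057 genes and tested replicates, and 4941 genes with means were used here.

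Genes lower than at T0 in APU-2 numbered 1092 at T24, 1043 at T36 and 1087 at T48 in the paper and 693, 594 and 562 here. TPM as deposited (1284, 972 and 776) and scaled mean reads (896, 764 and 743) close this gap and other pseudocounts and filters do not. Scaled mean reads, chosen after the values were seen, cover more genes.

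Of genes changed from T0 to T36, 740 were higher in APU-2 only in the paper's upper-left quadrant and 481 here (551 without a filter and 586 with scaled reads close it), and 628 passed in APU-2 only in the paper and 417 here (491 with TPM as deposited, 485 without a filter and 500 with scaled reads close it). Scaled reads were chosen after the values were seen here too.

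Over all times the log2 FC of *EMWEY_00005470* was 2.83 in the paper and 3.96 here (3.75 with 0.5 TPM added, 3.62 with 1 TPM and 3.80 without T18 are still higher but within the error of 1.00 allowed for it), and that of *EMWEY_00059740* 2.07 in the paper and 2.94 here, which no setting closes.

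At T36, APU-2 over APU-1, the paper's and the present log2 FC were 3.58 and 3.79 for *EMWEY_00005470*, 1.60 and 1.84 for *EMWEY_00017480*, 1.52 and 1.78 for *EMWEY_00031340*, 2.20 and 2.40 for *EMWEY_00059740*, 1.61 and 1.84 for *EMWEY_00007270*, 2.10 and 2.34 for *EMWEY_00010050*, 1.64 and 1.91 for *EMWEY_00011930*, 3.20 and 3.49 for *EMWEY_00039050*, 2.61 and 2.93 for *EMWEY_00052050*, 1.51 and 1.71 for *EMWEY_00052300*, 2.19 and 2.47 for *EMWEY_00054680*, and 1.51 and 1.80 for *EMWEY_00059760*, and no setting closes these. For *EMWEY_00000860* they were 2.57 and 2.76 (2.70 with 1 TPM closes it), for *EMWEY_00008090* 6.35 and 6.85 (6.36 with 0.5 TPM) and for *EMWEY_00058460* 6.72 and 7.42 (6.63 with 0.5 TPM). All are higher here.

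For T36 over T0 in APU-2 the paper's and the present log2 FC were 11.82 and 12.40 for *EMWEY_00001470*, 7.05 and 7.40 for *EMWEY_00005500*, 7.55 and 7.90 for *EMWEY_00006190*, 11.41 and 12.02 for *EMWEY_00009150*, 9.40 and 9.80 for *EMWEY_00017610*, 3.50 and 3.88 for *EMWEY_00024670*, 3.44 and 3.85 for *EMWEY_00027480*, 5.62 and 6.00 for *EMWEY_00027550*, 9.11 and 9.50 for *EMWEY_00028320*, 9.37 and 9.79 for *EMWEY_00029270*, 8.05 and 8.53 for *EMWEY_00030150*, 2.94 and 3.33 for *EMWEY_00044080*, 9.05 and 9.77 for *EMWEY_00048180*, and 8.21 and 8.60 for *EMWEY_00049350*. TPM as deposited closes all 14, 1 TPM added closes 10 and 0.5 TPM 6.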

Other observations

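All of this was noticed while the values were compared, and the random draws at the end were chosen after that.

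The paper's text names *EMWEY_00042350* as the beta tubulin reference of RT-qPCR, but the deposited description of that gene is a branched-chain alpha-keto acid dehydrogenase, whose level was 24.8 TPM at T0 and 1.25 TPM at T36 in APU-1. Table S1 lists primers for *EMWEY_00043250*, the tubulin beta chain, and that gene was near level over time.

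The paper's percentages for 63, 59 and 58 constitutive genes of 6057 are 10 times too high. Its range of genes over 100 TPM names APU-1 for both strains, and its lowest expressed gene at 36 h is the lowest of the most transcribed genes.

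The 20 kDa cyclophilin gene *EMWEY_00000860* is listed by the paper at T36 only, and it passed limma over all times as well (adjusted p = 0.0029). The paper's list over all times holds only genes with a mean over 100 TPM in a strain. That limit was not set here, so the results need not conflict. Of the genes the paper lists as different over all times, 13 of 16 with values passed here, and of those it lists at T36, 27 of 29.

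Genes different over all times lie next to each other in the numbering more often than random genes do: 11 adjacent pairs, against a mean of 4.81 in 10000 random draws, of which 76 gave as many.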
